# Involution of brown adipose tissue through a Syntaxin 4 dependent pyroptosis pathway

**DOI:** 10.1038/s41467-024-46944-y

**Published:** 2024-04-02

**Authors:** Xiaofan Yu, Gabrielle Benitez, Peter Tszki Wei, Sofia V. Krylova, Ziyi Song, Li Liu, Meifan Zhang, Alus M. Xiaoli, Henna Wei, Fenfen Chen, Simone Sidoli, Fajun Yang, Kosaku Shinoda, Jeffrey E. Pessin, Daorong Feng

**Keywords:** Post-translational modifications, Endocrine system and metabolic diseases, Metabolism

## Abstract

Aging, chronic high-fat diet feeding, or housing at thermoneutrality induces brown adipose tissue (BAT) involution, a process characterized by reduction of BAT mass and function with increased lipid droplet size. Single nuclei RNA sequencing of aged mice identifies a specific brown adipocyte population of *Ucp1*-low cells that are pyroptotic and display a reduction in the longevity gene syntaxin 4 (*Stx4a*). Similar to aged brown adipocytes, Ucp1-STX4KO mice display loss of brown adipose tissue mass and thermogenic dysfunction concomitant with increased pyroptosis. Restoration of STX4 expression or suppression of pyroptosis activation protects against the decline in both mass and thermogenic activity in the aged and Ucp1-STX4KO mice. Mechanistically, STX4 deficiency reduces oxidative phosphorylation, glucose uptake, and glycolysis leading to reduced ATP levels, a known triggering signal for pyroptosis. Together, these data demonstrate an understanding of rapid brown adipocyte involution and that physiologic aging and thermogenic dysfunction result from pyroptotic signaling activation.

## Abstract (web summary)

Aging, chronic high-fat diet feeding, or housing at thermoneutrality induces brown adipose tissue (BAT) involution. Here, the authors demonstrate that physiologic aging induced involution and thermogenic dysfunction result from pyroptotic signalling activation.

## Introduction

Adipose tissue plays a myriad of roles in the maintenance of normal physiology, and dysregulation of its functions can result in severe metabolic disorders. There are three general classes of adipocytes, referred to as white, brown and beige adipocytes^1–4^. White adipocytes primarily function as an energy reservoir by accumulating fatty acids in the form of triglycerides during periods of energy excess and releasing fatty acids during periods of energy deficiency^5,6^. In addition, white adipocytes play an important endocrine function through the secretion of a variety of adipokines and lipokines as mediators that have potent regulatory actions^7–9^. Brown and beige adipocytes also have important endocrine functions but primarily serve as thermogenic tissue by activating a variety of futile cycles resulting in substantial heat generation during periods of cold stress^10–14^. In rodents, the major difference between brown and beige adipocytes is that brown adipose tissue (BAT) depots are present throughout life while beige adipocytes are inducible and arise from within the white adipose tissue depots^3^. Humans are born with both white and brown adipose tissue, but the major BAT depot, interscapular brown adipose tissue (iBAT), disappears by the second to third decade of life^15–17^. Recent studies have shown that a subset of adult humans have brown-like adipose tissue in cervical, supraclavicular, axillary, paravertebral, and perirenal regions that are cold-inducible^18,19^. However, it remains debatable whether these human depots are the equivalent of brown or beige adipose tissue in rodents^20,21^.

In any case, classic mouse BAT undergoes an age-dependent degeneration process termed involution which is characterized by increased lipid deposition, increased size of lipid droplets, decreased mitochondria mass with reduction of thermogenic specific genes expression, and reduction in thermogenic activity^22–24^. This degenerative process can also be mimicked by maintaining mice at thermoneutrality ( ~ 28–30 °C) or by chronic high-fat diet feeding^21,25^. Since low BAT thermogenic activity is associated with poor metabolic health, reactivation and/or prevention of BAT involution has major therapeutic potential. However, the mechanisms responsible for the mal-adaptive BAT processes particularly during aging remain poorly understood.

Previous studies have shown that the whole-body overexpression of the SNARE (soluble N-ethylmaleimide-sensitive-factor attachment protein receptor) protein syntaxin 4 (STX4) increases longevity and improves body glucose metabolism^26^. Tissue-specific STX4 overexpression in beta cells improves insulin secretion and overexpression in skeletal muscle improves mitochondrial function^26,27^. We have found that aging-induced iBAT involution correlated with a reduction in STX4 expression, activation of pyroptotic signaling and loss of iBAT thermogenic activity. We reasoned that deficiency of STX4 in brown adipocytes should therefore impair thermogenic function whereas re-expression of STX4 protein in aged mice should preserve BAT function. We provide evidence that brown adipocyte STX4 deficiency mimics many of the involution characteristics that occur during aging, thermoneutrality and chronic high-fat diet feeding. More importantly, we identified a pyroptotic signaling pathway driven by Caspase1/11 activation, which is responsible for the loss of brown adipocyte mass and decrease in thermogenic activity probably through a dedifferentiation process generating *Ucp1*-low expressing brown adipocytes from *Ucp1*-high brown adipocytes. Moreover, tissue-specific STX4 overexpression in brown adipocytes or suppression of pyroptosis activation protects against the decline in both mass and thermogenic activity in the aged and Ucp1-STX4KO mice.

## Results

### Involution of brown adipocytes with aging is associated with the increase of pyroptotic *Ucp1*-low population

It is well established that during the normal aging process of mice, involution of iBAT results in a small decrease in mass with thermogenic dysfunction along with apparent “whitening” of the brown adipocytes through an increase in lipid droplet size and reduction in the number of small multiloculated lipid droplets^23,28^. To assess the cellular changes that occur during iBAT aging, we performed single-nuclei RNA-sequencing (snRNAseq) analyses using a modified version of our established protocol^29^. Figure 1a displays a combined UMAP plot of cell clusters from 2-, 12- and 24- month-old mouse iBAT, with the upper UMAP plots showing the presence of the adipocyte clusters, and the lower UMAP plots including the fibroblast, endothelial, and progenitor cell clusters. Additionally, there is a very small group of cells that display characteristics typical of both adipocytes and macrophages, that we termed indeterminate. In 2-month-old iBAT, there is one primary brown adipocyte cluster that can be defined by high levels of *Ucp1* (Fig. 1b). In 12-month-old iBAT there is a small decrease in this *Ucp1*-high adipocyte population associated with a small increase in a *Ucp1*-low expressing adipocyte population (Fig. 1b). While, as the mice further age to 24 months, there is a further decline in the *Ucp1*-high population and increase of *Ucp1*-low adipocyte cell population. The heat map in Fig. 1c shows the relative expression of several brown adipocyte markers in the two adipocyte clusters as a function of age. The *Ucp1*-high adipocytes also display high levels of brown adipocyte specific markers, which are substantially reduced in the *Ucp1*-low adipocyte population (Fig.1c). Pyroptosis is a specific form of inflammatory programmed cell death that results from the assembly of inflammasome complex that stimulates Caspase1 and/or 11 activation, which in turn cleaves Gasdermin D, interleukin 1b (IL-1β) and interleukin 18 (IL-18)^30–32^. Violin plots demonstrated that both the aged (12 and 24 months) brown adipocytes display higher levels of pyroptotic gene markers than 2-month-old brown adipocytes in the *Ucp1*-low population (Fig. 1d). In contrast, there is no significant effect of age on the expression of pyroptotic gene markers in the *Ucp1*-high population and fibroblast cell population (Fig. 1d). RNA velocity analyses by inferred trajectories^33,34^ indicate that there is an apparent cellular interconversion between the *Ucp1*-low and *Ucp1*-high adipocyte populations (Fig. 1e). In addition, a subpopulation of the *Ucp1*-low adipocytes appears to have a de-differentiating trajectory.

**Fig. 1:**
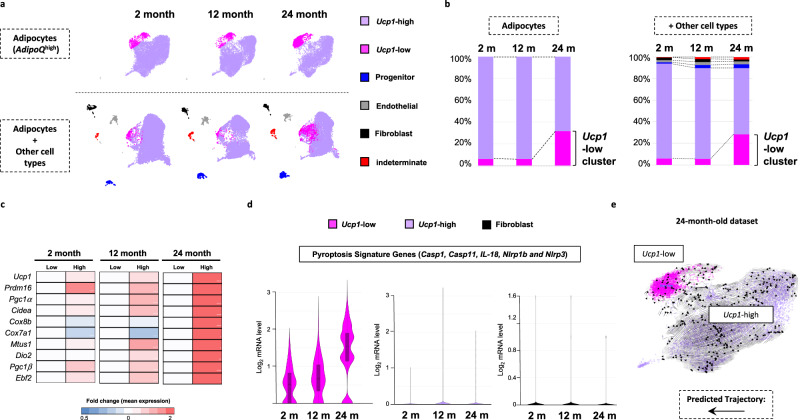
**The involution of brown adipocytes with aging is associated with the increase of pyroptotic*UCP1-low*population.** **a** Uniform manifold approximation and projection (UMAP) projection of all 27,678 sequenced nuclei displayed from iBAT from 2, 12 and 24-month-old male mice. The lower panel shows the same data set but with non-parenchymal stromal cells (30,000 nuclei in total). **b** The relative percent distribution of cell types present obtained in (**a**). Percentage (%) normalized to the number of total nuclei after exclusion of low-quality nuclei (see Methods). **c** Heatmap of the relative expression level of brown adipocyte thermogenic and marker genes for each cellular subtypes at 2, 12, and 24 months of age. **d** Violin plots showing age-related changes in the expression levels of pyroptotic gene markers in the *Ucp1*-low, *Ucp1*-high brown adipocytes and fibroblast populations. The boxplots show median and interquartile range (IQR); the lower and upper bounds correspond to the first and third quartiles. The upper whisker extends from the hinge to the largest value no further than 1.5*IQR from the hinge. The lower whisker extends from the hinge to the smallest value at most 1.5*IQR from the hinge. **e** Lineage relationships between cellular subtypes predicted by the RNA velocity algorithm 30. Arrows represent inferred cell interconversions. *n* = 4 mice.

To confirm this data, we isolated iBAT brown adipocytes (BA) and stromal vascular fraction (SVF) from 2- and 18-month-old mice. The expression of the adipocyte marker adiponectin (*Adipoq*) was 30 to 50-fold higher in brown adipocytes compared to SVF (Supplementary Fig. 1a). In contrast, the expression of *Adgre1* (macrophage marker) was 10 to 17-fold higher in the SVF than in the brown adipocytes (Supplementary Fig. 1b), confirming the successful separation of the two fractions. The expression levels of *Ucp1* and adiponectin were decreased while pyroptotic genes *Casp1*, *Casp11, Nlrp3*, *Il18* and *Il1b* were increased in the brown adipocytes from 18month-old mice (Supplementary Fig. 1c). In the SVF fraction, the 18-month-old mice had increased expression of *Adgre1*, *Casp1*, *Nlrp1b*, and *Il1b (*Supplementary Fig. 1d). These data indicate that both the brown adipocytes and stromal vascular cells within brown adipose tissue display induction of pyroptotic gene expression in aged mice. Consistent with morphological iBAT involution, phase contrast microscopy demonstrated an increase in lipid droplet size in the iBAT of aged mice along with decreased UCP1 labeling in various regions within the tissue (Supplementary Fig. 1e).

### Overexpression of STX4 in brown adipocytes protects against iBAT involution

In our snRNAseq data, the average expression level of *Stx4a* is 0.246 UMI count for *Ucp1*-high and 0.073 for *Ucp1*-low. Consistently, the *Stx4a* mRNA levels were also decreased in the isolated brown adipocytes from the aged male mice (Supplementary Fig. 1c). Moreover, immunoblotting demonstrated the downregulation of STX4 protein in the 12- and 24-month-old male mice compared to 2-month-old male mice (Supplementary Fig. 1f, g). Moreover, there was also a clear decline in both STX4 protein and UCP1 protein in 17-month-old female mice compared to 1-month-old female mice (Supplementary Fig. 1h, I, j) consistent with the findings in male mice. Previous studies have reported that STX4 can function as a healthy longevity gene^26^. If the reduction in STX4 expression is an important event in the involution of BAT, then maintaining normal levels of STX4 should prevent the functional decline of brown adipocytes. To address this, we inserted a cassette consisting of loxP-tPA (triple polyA signal)-loxP-mouse *Stx4a* cDNA into intron 1 of Rosa26 locus by CRISPR/HDR strategy, then crossed this transgenic line with Ucp1-Cre mice to generate a brown adipocyte-specific STX4 transgenic mice (Ucp1-STX4TG or STX4-TG mice) (Supplementary Fig. 2a). Expression of a single copy of the STX4-TG resulted in an approximate 2-fold increase in *Stx4a* mRNA and an approximate 1.5-fold increase in STX4 protein (Supplementary Fig. 2b–d), but with no change in *Stx4a* mRNA in the SVF (Supplementary Fig. 2b).

To induce BAT involution, 4-month-old control wild-type (WT) and STX4-TG mice were maintained at thermoneutrality for 1, 2 and 18 weeks and then directly shifted from 29 °C to 4 °C (Fig. 2a). The STX4-TG mice displayed a significant protection against hypothermia compared to the control wild-type mice after 1, 2 and 18 weeks of housing at thermoneutrality (Fig. 2b–d). Although the expression of adipocyte gene marker (*Adipoq*) was unchanged in the STX4-TG mice, the expression levels of Caspase1, 11 and *Il1b* were reduced (Fig. 2e). Despite no change in *Ucp1* mRNA level, UCP1 protein levels were increased in the iBAT from the STX4-TG mice along with reduced NLRP1b cleavage (activation) protein levels (Fig. 2f–h). In parallel, plasma IL-1β levels were reduced (Fig. 2i), and a protection against the morphological appearance of whitening with the presence of brown adipocytes containing smaller multi-locular lipid droplets in the STX4-TG mice (Fig. 2j). The STX4-TG mice also displayed improved insulin sensitivity compared to control wild-type mice (Fig. 2k). To examine any potential sexual dimorphism, we compared the effect of the STX4-TG mice at thermoneutral conditions between male and female mice (Supplementary Fig. 2e–j). Both male and female STX4-TG mice displayed reduced body mass and fat mass gain with no change in lean mass. We also found that there was a significant reduction in scWAT weight of WT male mice following 8 months under thermoneutral conditions (Supplementary Fig. 2l). In addition, the female STX4-TG mice also displayed protection against cold-induced hyperthermia similarly to that observed for the male mice (Supplementary Fig. 2k). To determine the effect of STX4-TG on aged-induced involution, 17-month-old STX4-TG female mice BAT tissue demonstrated an increase in both UCP1 mRNA and protein levels (Supplementary Fig. 2m–o).

**Fig. 2:**
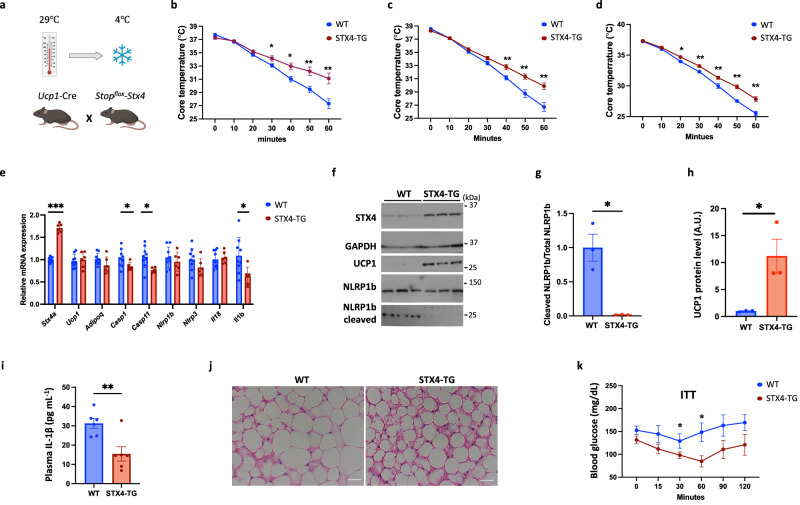
Overexpression of STX4 in brown adipocytes protects against iBAT involution. **a** Schematic diagram of experiment setup. **b** Core temperature of wild-type (WT) and brown adipocyte specific transgenic STX4-TG male mice maintained at thermoneutrality (29 °C) for 1 week then shifted to 0 °C for 60 min. *n* = 12 (WT), *n* = 6 (STX4-TG) mice. *p* = 0.034 (30 min), *p* = 0.013 (40 min), *p* = 0.005 (50 min), *p* = 0.006 (60 min). **c** Core body temperature of WT and STX4-TG male mice maintained at thermoneutrality 2 weeks then acutely cold challenged as in (**b**). *n* = 12 (WT), *n* = 6 (STX4-TG) mice. *p* = 0.007 (40 min), *p* = 0.009 (50 min), *p* = 0.007 (60 min). **d** Core body temperature of WT and STX4-TG male mice maintained at thermoneutrality 18 weeks then acutely cold challenged as in (**b**). *n* = 3 (WT), *n* = 6 (STX4-TG) mice. *p* = 0.021 (20 min), *p* = 0.014 (30 min), *p* = 0.01 (40 min), *p* = 0.001 (50 min), *P* = 0.002 (60 min). **e** Brown adipose tissue from WT and STX4-TG male mice maintained at thermoneutrality for 2 weeks was extracted and subjected to RT-qPCR to determine the indicated mRNA levels. *n* = 9 (WT), *n* = 6 (STX4-TG) mice. *p* = 1.7E-10 (*Stx4a*), *p* = 0.05 (*Casp1*), *p* = 0.01(*Casp11*), *p* = 0.025 (*Il-1b*). **f** Immunoblot for STX4, UCP1, NLRP1b and cleaved NLRP1b in brown adipose tissue of WT and STX4-TG male mice at  thermoneutrality for 2 weeks. **g** Quantitation of cleaved NLRP1b to total NLRP1b in WT and STX4-TG male mice maintained at thermoneutrality for 2 weeks. *n* = 3 mice. *p* = 0.038. **h** Quantitation of UCP1 protein level in WT and STX4-TG male mice maintained at thermoneutrality for 2 weeks. *n* = 3 mice. *p* = 0.046. **i** IL-1β ELISA in plasma of WT and STX4-TG male mice maintained at thermoneutrality for 2 weeks. *n* = 5 mice. *p* = 0.006. **j** HE staining of brown adipose tissue of WT and STX4-TG male mice maintained at thermoneutrality for 18 weeks. Scale bars: 100 µM. **k** ITT of WT and STX4-TG male mice maintained at thermoneutrality for 18 weeks. *n* = 5 (WT), *n* = 6 (STX4-TG) mice. *p* = 0.05 (30 min). *p* = 0.021 (40 min). All data represent the mean ± SEM. *p < 0.05, **p < 0.01, and ***p < 0.005 by two-tailed Student’s *t*-test.

### Knockout of STX4 in brown adipocytes leads to age-dependent involution of brown adipose tissue and activation of pyroptosis

To further confirm the function of STX4 in brown adipose tissue, we then generated brown adipocyte-specific STX4-deficient mice by crossing floxed STX4 mice with Ucp1-Cre mice to generate Ucp1-Cre^+/–^STX4^fl/fl^ (Ucp1- STX4KO or KO) mice. Quantitative real-time PCR (RT-qPCR) demonstrated an approximate 90% reduction in *Stx4a* mRNA from the purified brown adipocytes of Ucp1- STX4KO mice compared with control Ucp1-Cre^*+/–*^ or STX4^fl/fl^ mice (WT), but no change in *Stx4a* mRNA from the purified stromal vascular fraction (SVF) compared to WT mice (Supplementary Fig. 3a).

There were no significant differences in body weight of Ucp1- STX4KO mice when compared to their wild-type (WT) littermates across the age range of 2–9 months and the data for 5-month-old male mice as shown in Supplementary Fig. 3b. The weight of the subcutaneous white adipose tissue (scWAT) in the Ucp1- STX4KO mice was also not significantly different compared to wild-type (WT) littermates at 5 months of age (Supplementary Fig. 3c). Although the Ucp1- STX4KO mice visually appeared normal, dissection revealed a marked decline in interscapular brown adipose tissue (iBAT), without any significant effect on white adipose tissue (Fig. 3a). The reduction in iBAT mass occurred as a function of age with near complete ablation by 9 months of age (Fig. 3b). Despite only an approximate 40% reduction of iBAT in the 2-month-old mice, they displayed a marked increase in cold-induced hyperthermia compared to the control wild-type (WT) mice (Fig. 3c).

**Fig. 3:**
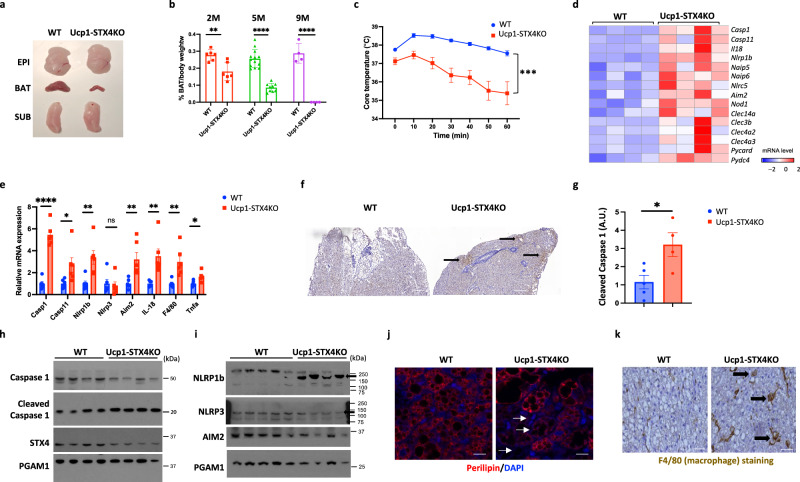
Knockout of STX4 in brown adipocytes leads to age-dependent involution of brown adipose tissue and activation of pyroptosis. **a** The representative image of different fat pad from 5.5 - month - old WT and Ucp1-STX4KO male mice. EPI, epididymal white adipose tissue; BAT, interscapular brown adipose tissue; SUB, subcutaneous white adipose tissue. **b** Brown adipose tissue mass in WT and Ucp1-STX4KO male mice at 2 months (2M), 5 months (5M), and 9 months (9M) of age. For WT mice, *n* = 6 (2M), *n* = 13 (5M), *n* = 4 (9M). For Ucp1-STX4KO mice, *n* = 6 (2M), *n* = 9 (5M), *n* = 4 (9M). *p* = 0.0036 (2M), *p* = 2.01E-08 (5M), *p* = 6.1E-05 (9M). **c** Core body temperature of WT and Ucp1-STX4KO male mice (2 months of age) maintained at room temperature and then shifted to 4 °C for 60 min. *n* = 8 (WT), *n* = 5 (Ucp1-STX4KO*) mice*. *p* = 0.006 (0 min), *p* = 0.0004 (10 min), *p* = 0.0003 (20 min), *p* = 8.6E-05 (30 min), *p* = 0.0001 (40 min), *p* = 0.0002 (50 min), *p* = 0.0014 (60 min). **d** The expression of pyroptotic genes in brown adipose tissue of Ucp1-STX4KO and WT male mice by RNAseq. *n* = 4 mice. **e** Brown adipose tissue from 2- month - old WT and Ucp1-STX4KO male mice was extracted and subjected to RT-qPCR to determine the indicated mRNA levels. *n* = 6 mice. *p* = 1.68E-06 (*Casp1*), *p* = 0.03 (*Casp11*), *p* = 0.005 (*Nlrp1b*), *p* = 0.725 (*Nlrp3*), *p* = 0.007 (*Aim2*), *p* = 0.004 (*Il18*), *p* = 0.004 (*Adgre1*)*, p* = 0.011 (*Tnfa*). **f** The activity of cleaved Caspase1 in BAT of Ucp1-STX4KO and WT male mice by immunostaining of cleaved Caspase1 antibody. **g** Quantitated signal of cleaved Caspase1 by HistoQuant. *n* = 5 (WT), *n* = 4 (Ucp1-STX4KO*)* mice. *p* = 0.024. **h**, **i** Representative immunoblotting of brown adipose tissue from 2- month - old WT and Ucp1-STX4KO male mice with different antibodies. PGAM1 as loading control. **j** Perilipin immunofluorescence (red) and DAPI (blue) staining of nuclei in brown adipose tissue of WT and Ucp1-STX4KO male mice at 2 months of age. Arrows indicate perilipin-depleted cells. Scale bars: 100 µM. **k** F4/80 immunostaining in brown adipose tissue in WT and Ucp1-STX4KO male mice at 2 months of age. Scale bars: 200 µM. All data represent the mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001 and ****p < 0.0001 by two-tailed Student’s *t* test.

To investigate the molecular basis for the loss of iBAT mass, we perform bulk RNA sequencing of iBAT at 2 months of age. The heatmap shown in Supplementary Fig. 3d displays the differentially expressed genes between WT and Ucp1-STX4KO mice (*n* = 4 for each group). KEGG pathway enrichment analysis indicated that thermogenesis is the most significantly down-regulated pathway in the Ucp1-STX4KO mice shown in the reduction of several pathways including oxidative phosphorylation, branched amino acid metabolism, and fatty acid degradation (Supplementary Fig. 3e), all of which are linked to brown fat thermogenesis^35^. In contrast, pyroptosis, inflammatory signaling, and oxidative stress pathways were increased in the Ucp1-STX4KO mice (Supplementary Fig. 3f, g). Further analyses of the RNA sequencing data demonstrated that many of the pyroptotic signaling gene family members were upregulated in the iBAT of the UCP1-STX4KO mice (Fig. 3d). Quantitative real-time PCR (RT-qPCR) for several of these gene markers confirmed a 2- to 8-fold elevation in mRNA in the iBAT of the Ucp1-STX4KO mice (Fig. 3e), resembling pyroptosis activation in aged BAT shown in Fig. 1.

Immunohistochemistry demonstrated the presence of cleaved (activated) Caspase1, and quantification indicated a 3-fold increase in iBAT of the Ucp1-STX4KO mice (Fig. 3f, g). Consistent with these data, immunoblotting demonstrated a decrease in the total amount of full-length Caspase1 with a concomitant increase in cleaved Caspase1 (Fig. 3h). Furthermore, there was a marked induction of the Nod-like receptor NLRP1b protein in the Ucp1-STX4KO brown adipose tissue, but without any significant change in NLRP3 or AIM2 proteins (Fig. 3i). Since pyroptosis is an inflammatory cell death process, we also observed a clear loss of brown adipocytes as detected by the reduction in perilipin staining and increased presence of macrophages in the iBAT of the Ucp1-STX4KO mice (Fig. 3j, k).

To dissect the cellular heterogeneity of Ucp1-STX4KO at a single-cell resolution, we conducted snRNAseq on brown adipocytes derived from both WT and Ucp1-STX4KO mice. 

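Nuclei were isolated from iBAT of 3-month-old WT and Ucp1-STX4KO male mice and sorted by flow cytometry before they were loaded for the 10x Genomics 3′ assay, so every share given is a share of sorted nuclei. There is 1 library per genotype, and the methods give 4 male mice without saying how many entered each library, so no difference between libraries has a replicate check and no test across mice was made. The authors aligned the reads to mm10 with Cell Ranger and deposited raw UMI counts, where a UMI (unique molecular identifier) stands for a captured RNA molecule. Both libraries are in the same matrix, and the number at the end of each barcode parts them without naming the genotype. Values beside these sentences were therefore computed over both genotypes together, or within a library whose genotype is not known where 1 library is named, and the change of the clusters between WT and Ucp1-STX4KO mice was not analysed here. The matrix holds 20307 barcodes with 116053743 UMIs, of which 76195924 are in 1 library and 39857819 in the other. A barcode had 424 to 88397 UMIs, with a median of 4970 UMIs and 2320 genes. The stated range of 200 to 2000 UMIs and 100 to 3000 genes would leave 2763 nuclei (13.6%), so the lower limits were used without the upper ones, and all 20307 nuclei passed them. As in the paper's methods, counts of each library were normalized with sctransform, the libraries were integrated, and nuclei were clustered with Seurat at resolution 0.3, here on 30 principal components. The 21 genes that the study names or measures in this tissue were left out of the clustering features, so that they could be compared between clusters. Clusters were named from 9 fixed lists of marker genes, and a name ending in "-like" rests on those markers alone. Levels are UMIs of a gene summed over the nuclei of a cluster, per 1000000 UMIs of those nuclei (CPM), with exact 95% Poisson intervals. Ratios of 2 CPM values have exact intervals from the binomial share of the 2 counts. All intervals cover counting error only and not the spread between mice.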

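Clustering gave 12 clusters, and 4 of them, with 15128 of the 20307 nuclei (74.5%, exact Clopper-Pearson 95% interval 73.9 to 75.1%), were adipocyte-like. An adipocyte-like cluster was called Ucp1-low where its Ucp1 CPM was below 0.5 of that in the adipocyte-like cluster with the most nuclei, so Ucp1 itself sets the class. By this rule 3 clusters with 6806, 6347 and 1312 nuclei were Ucp1-high, and 1 cluster with 663 nuclei was Ucp1-low, of which 505 came from 1 library and 158 from the other. The Ucp1-low nuclei made up 4.38% (4.06 to 4.72%) of the adipocyte-like nuclei of both genotypes. The libraries differed in this share, with 10.4% (9.53 to 11.3%) in the library with 505 such nuclei and 1.54% (1.31 to 1.80%) in the other. Without integration of the libraries the pooled share was 13.9%. That run also used log-normalized counts in place of sctransform, so it does not test integration alone. The stated UMI and gene range leaves 0 nuclei of 1 library. Only 1 adipocyte-like cluster of 224 nuclei then formed, so that the rule could name no Ucp1-low cluster. All 8 adipocyte markers were raised in the Ucp1-low cluster, and its leading genes were Nnat, Iigp1, Retn and Cyp2e1, of which Iigp1 is an interferon-inducible immune gene. Of a list of 6 white adipocyte genes, Lep and Sncg were higher in Ucp1-low nuclei within both libraries. The others had too few UMIs there to tell, so white adipocyte nuclei in this cluster stay open. Among the 12041 genes with at least 200 UMIs in the 2 classes, those with the highest CPM ratio of Ucp1-low to Ucp1-high in the same direction in both libraries were Aldh1a1 (35.6), Gm4841 (29.9), Rsad2 (28.2), Lrrc4c (28.0) and Cmklr1 (26.9). At the other end, Gm11659, Gm11714, Kcp and Gm26854 had 0 UMIs in Ucp1-low nuclei, which allows a CPM of up to 0.620, and between 564 and 833 UMIs in Ucp1-high nuclei. Plet1os followed with a ratio of 0.0593. The ranking is by ratios pooled over libraries that differ in their levels and in their shares of the classes, which sets their size and order. Within the libraries, the first 5 genes had ratios from 10.6 for Lrrc4c to 219 for Cmklr1 in 1 library and from 6.75 for Cmklr1 to 13.3 for Aldh1a1 in the other. The 4 genes without UMIs in Ucp1-low nuclei had only 20 to 41 UMIs in the Ucp1-high nuclei of the latter library, where the interval of the ratio includes 1 for Gm11714, Kcp and Gm26854. These genes were among the features that formed the clusters, so they describe the classes and are no independent result. The clusters that were not adipocyte-like were macrophage-like (995 nuclei), endothelial-like (733), pericyte or smooth muscle-like (684), skeletal muscle-like (348), lymphocyte-like (210) and Schwann or nerve-like (61). A cluster of 1631 nuclei in which all 7 fibroblast markers were raised but Pdgfra, a progenitor marker, was among the leading genes stayed unnamed, as did a cluster of 517 nuclei led by immune genes such as Wdfy4, Bank1, Ciita and Irf8.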

Our analysis revealed the presence of one major *Ucp1*- high and *Ucp1*-low adipocyte cell cluster (Supplementary Fig. 4a). 

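Ucp1 (ENSMUSG00000031710) lies on chromosome 8 of GRCm38 from 83290352 to 83298452. In the 14465 Ucp1-high nuclei its level was 1016 CPM (1010 to 1023, from 95263 UMIs), and in the 663 Ucp1-low nuclei it was 219 CPM (206 to 233, from 1062 UMIs). The ratio of Ucp1-low to Ucp1-high was 0.216 (0.203 to 0.229). Its direction follows from the rule that made the classes, and only its size is informative. It was 0.416 (0.380 to 0.456) in 1 library alone and 0.161 (0.148 to 0.175) in the other, and 0.137 with k-means on the adipocyte-like nuclei. Over both libraries Ucp1-low nuclei had a median of 6392 UMIs against 5771 in Ucp1-high nuclei. Within the libraries they were deeper in 1 (6501 against 4515) and slightly shallower in the other (5892.5 against 6198). Nuclei that should lack Ucp1 held it too, from 209 CPM (189 to 230) in the skeletal muscle-like cluster and 262 CPM (245 to 279) in the macrophage-like cluster to 696 CPM (659 to 735) in the endothelial-like cluster. Within the libraries Ucp1-low nuclei had 429 CPM (391 to 469) in 1 library and 157 CPM (145 to 171) in the other. The clusters of at least 50 nuclei in the same library that were not adipocyte-like had 506 to 867 CPM and 190 to 578 CPM. Per 1000000 UMIs, Ucp1 in Ucp1-low nuclei was thus not above these clusters in either library. Over both libraries, however, Ucp1-low nuclei were deeper than those of each such cluster (medians of 1319 to 4475 UMIs), which lowers carried-over RNA per 1000000 UMIs. Per nucleus, Ucp1-low nuclei had 3 Ucp1 UMIs (2.74 to 3.28) in the first library, where those clusters had 2.52 to 4.60, and 1.16 (1.07 to 1.26) in the other, where they had 0.667 to 1.08, the highest in the endothelial-like cluster (0.997 to 1.17). Whether Ucp1-low nuclei transcribe Ucp1 above the background is left open.

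**Figure D1:**
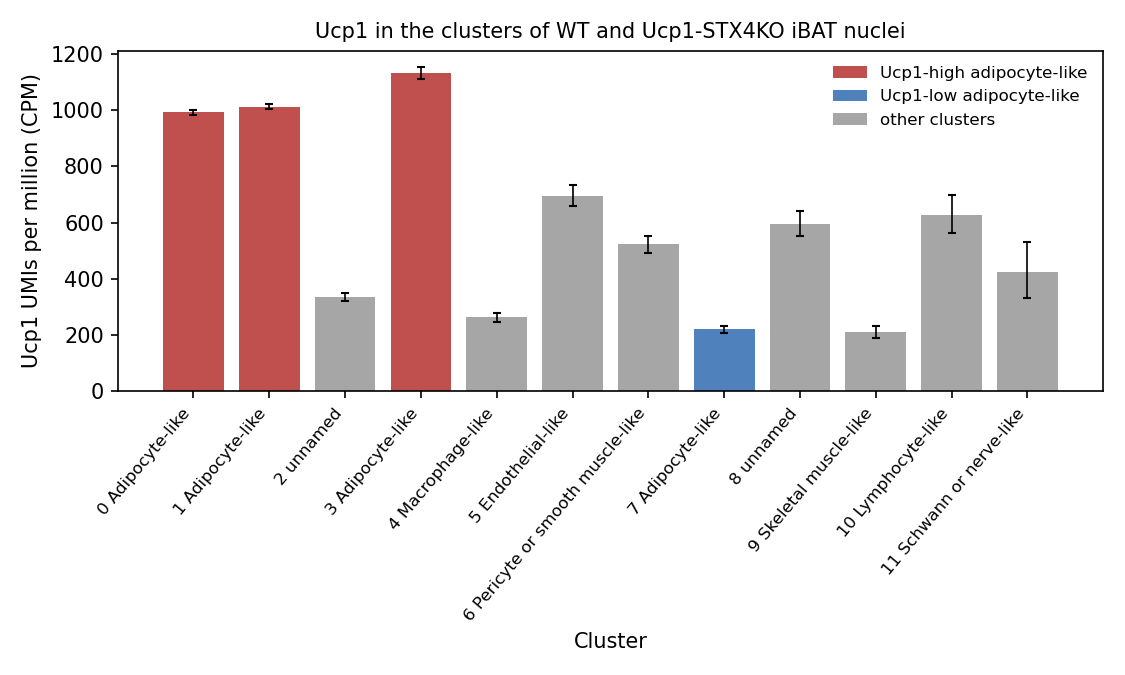
Ucp1 level (CPM, y axis) in each of the 12 clusters (x axis, cluster number and name), over WT and Ucp1-STX4KO nuclei together. Bars are sums over the nuclei of a cluster with exact 95% Poisson intervals, red for Ucp1-high, blue for Ucp1-low and grey for the other clusters. The Ucp1-low cluster, at 219 CPM, lies beside the skeletal muscle-like cluster at 209 CPM.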

*Ucp1 mRNA expression is significantly higher in Ucp1*-high *compared to Ucp1*-low (Supplementary Fig. 4b). Notably, in the Ucp1-STX4KO mice there was a marked increase in the *Ucp1*-low adipocyte clusters with a parallel reduction in the *Ucp1*-high adipocyte clusters compared to WT mice (Supplementary Fig. 4c). 

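The 5 pyroptotic genes of the heat map are Casp1, Casp4 (Caspase 11), Il18, Nlrp1b and Nlrp3. Together they had 122 UMIs in the Ucp1-low nuclei, 25.2 CPM (20.9 to 30.1), and 515 UMIs in the Ucp1-high nuclei, 5.49 CPM (5.03 to 5.99), a ratio of 4.59 (3.73 to 5.60). Casp4 (ENSMUSG00000033538, chromosome 9, 5308828 to 5336783) held 73 of the 122 UMIs in Ucp1-low nuclei, with 15.1 CPM against 2.50 CPM (234 UMIs) and a ratio of 6.04 (4.58 to 7.89). The neighbouring gene Casp1 (ENSMUSG00000025888, chromosome 9, 5298517 to 5307265) had 20 UMIs in Ucp1-low and 88 in Ucp1-high nuclei, a ratio of 4.40 (2.56 to 7.21). For Il18 (ENSMUSG00000039217, chromosome 9, 50554827 to 50581840) the counts were 18 and 66 UMIs, a ratio of 5.28 (2.95 to 9.00). No difference was detectable for Nlrp1b (ENSMUSG00000070390, chromosome 11, 71153102 to 71230733), with 9 UMIs in Ucp1-low and 120 in Ucp1-high nuclei and a ratio of 1.45 (0.648 to 2.85), which fell to 0.319 when nuclei with a macrophage-marker UMI were left out. Nlrp3 (ENSMUSG00000032691, chromosome 11, 59541568 to 59566956) had 2 UMIs in Ucp1-low and 7 in Ucp1-high nuclei, a ratio of 5.53 with an interval from 0.561 to 29.1.

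Adipoq (ENSMUSG00000022878, chromosome 16, 23146536 to 23158028), the adipocyte gene of the heat map, was higher in Ucp1-low nuclei, at 269 CPM (254 to 284) against 171 CPM (168 to 174), a ratio of 1.57 (1.48 to 1.66). Of the 8 adipocyte markers used to name clusters, 7 were higher in Ucp1-low nuclei and Pparg was lower, with a ratio of 0.915 (0.901 to 0.929). Within the libraries Adipoq had ratios of 1.64 (1.47 to 1.82) and 2.43 (2.25 to 2.62), and 6 and 7 of the 8 markers had an interval above 1. Of the 10 brown adipocyte genes of Fig. 1c, 9 were lower in Ucp1-low nuclei, with ratios from 0.201 for Cidea to 0.721 for Ebf2. These 9 include Ucp1, whose direction follows from the rule that made the classes. Mtus1 was higher at 1.09 (1.03 to 1.15). These ratios are pooled over libraries that differ in their levels and in their shares of the classes, which sets their size and order. Within each library the same 9 genes had ratios below 1, from 0.375 for Dio2 to 0.961 for Ebf2 in 1 library, where the interval of Ebf2 (0.909 to 1.02) includes 1, and from 0.154 for Ppargc1a to 0.607 for Ebf2 in the other. Mtus1 was at 1.14 and 1.82, and Cidea at 0.463 and 0.158. Over both libraries, none of the 10 genes had a higher CPM in Ucp1-low nuclei than in every cluster that was not adipocyte-like (Ppargc1a 1717 against 1475 to 4281 CPM, Cidea 233 against 165 to 686 CPM), and Cox8b and Cox7a1 were below all of these clusters. Within 1 library, Prdm16 (391 against at most 303 CPM) and Mtus1 (374 against at most 357 CPM) did exceed those of at least 50 nuclei. For Ebf2 and Mtus1 this comparison cannot decide, as the highest of these clusters lay above Ucp1-high nuclei in both libraries. Ebf2 reached 1697 against 1197 CPM and 1516 against 1335 CPM, and Mtus1 357 against 328 CPM and 312 against 160 CPM. Whether these clusters transcribe the other genes themselves was not tested. RNA carried over from other nuclei may be a part of the Ucp1-low levels and its amount was not measured. The ratios cannot be read as those of transcription alone. Without integration and sctransform Ppargc1a (1.07) and Dio2 (2.12) were higher and Mtus1 (0.818) lower in Ucp1-low nuclei. With k-means clustering of all nuclei into 3 clusters, an alternative chosen after the data were examined, Adipoq (0.306) and Mtus1 (0.602) were lower in the Ucp1-low clusters, which then held no adipocyte-like nuclei.

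The size of the pyroptotic ratio depended on the pooling of the libraries. Alone, 1 library gave a ratio of 11.1 (6.22 to 18.7), from 17 UMIs in Ucp1-low nuclei with none of Casp1, Nlrp1b or Nlrp3, and the other a ratio of 1.59 (1.27 to 1.98). Within the latter the interval lay above 1 for Casp4 (1.44 to 2.62) and included 1 for Casp1 (0.991 to 2.84), Il18 (0.981 to 3.58), Nlrp1b (0.256 to 1.14) and Nlrp3 (0.287 to 22.1). If the 5 genes had the same CPM in both classes of each library, the unequal shares of the libraries in the classes would still give a pooled ratio of 2.53. With k-means clustering of all nuclei the pooled ratio was 22.4. Both adipocyte-like classes lay below the macrophage-like cluster, which had 505 CPM (481 to 529) of the 5 genes and 51.6% (49.9 to 53.3%) of their 3455 UMIs in the matrix. All adipocyte-like nuclei together held 18.4% (17.2 to 19.8%) of them. Of the 1782 UMIs in the macrophage-like cluster, 1258 were of Nlrp1b and 200 of Casp4, so its share is mainly that of Nlrp1b. Casp4 had 73 UMIs in Ucp1-low, 234 in Ucp1-high and 280 in the unnamed cluster of 1631 nuclei.

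**Figure D2:**
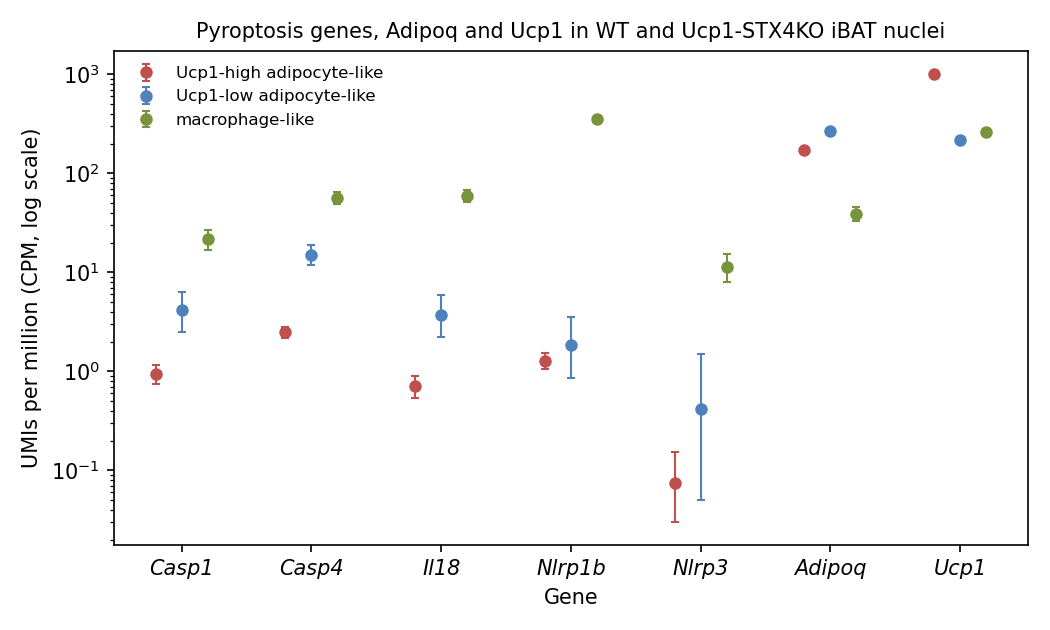
Levels (CPM, y axis, log scale) of the 5 pyroptotic genes, Adipoq and Ucp1 (x axis) in Ucp1-high (red) and Ucp1-low (blue) adipocyte-like nuclei and in the macrophage-like cluster (green), over WT and Ucp1-STX4KO nuclei together. Points are sums over nuclei with exact 95% Poisson intervals. Casp1, Casp4 and Il18 lie higher in Ucp1-low than in Ucp1-high nuclei, and all 5 pyroptotic genes are highest in the macrophage-like cluster.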

The heat map of pyroptotic and adipocyte marker genes displayed a similar pattern to the aged iBAT, that is the *Ucp1*-low cluster expressed higher levels of pyroptotic gene markers whereas the *Ucp1*-high clusters displayed higher levels of adipocyte marker gene (Supplementary Fig. 4d). In addition, RNA velocity analyses were suggestive of interconversion between the *Ucp1*-high and *Ucp1*-low adipocyte populations as well as of a portion of the *Ucp1*-low adipocytes undergoing de-differentiation (Supplementary Fig. 4e). The reduction in UCP1 protein in a subset of the brown adipocytes is also readily visualized by immunofluorescence (Supplementary Fig. 4f). Together, these data support the hypothesis that STX4 deficiency mimics, at least in part, the aged-induced involution of brown adipose tissue.

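Stx4a (ENSMUSG00000030805), the gene targeted in these mice, lies on chromosome 7 of GRCm38 from 127824294 to 127849019. Over both genotypes it had 57.6 CPM (56.0 to 59.1, 5396 UMIs) in Ucp1-high and 49.0 CPM (42.9 to 55.6, 237 UMIs) in Ucp1-low nuclei, a ratio of 0.851 (0.744 to 0.969). The ratio was 0.854 (0.646 to 1.11) and 0.978 (0.831 to 1.15) within the 2 libraries, and both of these intervals include 1. Under the other alternatives on adipocyte-like nuclei the ratio was from 0.635 (0.335 to 1.10), with nuclei thinned to 500 UMIs, to 0.864 (0.755 to 0.984). It was above 1 only with k-means clustering of all nuclei, at 1.30 (1.20 to 1.40), where the Ucp1-low clusters held 0 adipocyte-like nuclei. Both libraries held Stx4a UMIs in adipocyte-like nuclei. Whether these UMIs come from the deleted part of the gene is not stated, so the level does not tell which library is Ucp1-STX4KO. From the larger Ucp1-low clusters of Ucp1-STX4KO mice and their pyroptotic markers, together with its protein and tissue measurements, the paper proposes that loss of STX4 mimics a part of what aging does to iBAT.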

### Inhibition of Caspase 1/11 mediated-pyroptosis prevents involution of brown adipose tissue in STX4 knockout mice

As Caspase1/11 is the downstream effector of pyroptosis signaling, we next determined the in vivo consequence of pharmacological Caspase1/11 inhibition. Littermate control (WT) and Ucp1-STX4KO mice were injected with vehicle or selective Caspase1/11 inhibitor VX-765 compound for 2 months, 3 times per week, starting at 6 weeks of age. The vehicle-treated Ucp1-STX4KO mice displayed a reduction in iBAT mass compared to control mice whereas the VX-765-treated Ucp1-STX4KO mice had a smaller reduction in iBAT mass (Supplementary Fig. 5a). In parallel, the VX-765-treated Ucp1-STX4KO mice were also significantly protected against acute cold challenge induced hypothermia compared to the vehicle-treated Ucp1-STX4KO mice (Supplementary Fig. 5b).

Since this experimental paradigm resulted in only a partial protection against the loss of iBAT mass and cold-induced hypothermia, we speculated that brown adipocytes were already undergoing pyroptotic cell death by the time we started VX-765 treatment. Therefore, we next took advantage of inducible Ucp1-Cre^ERT2^ mice crossed with the STX4^fl/fl^ mice in which we could pharmacologically treat the mice right after inducing STX4 deficiency (Fig. 4a). Using this approach there was an effective loss of STX4 protein in the inducible Ucp1-STX4KO (Ind-KO) mice whether they were treated with vehicle or VX-765 (Fig. 4b). As shown in Fig. 4b, VX-765 reduced the cleavage of Caspase1. But since VX-765 is an inhibitor of Caspase1/11 enzymatic activity this intervention should not affect upstream signaling events. Analyses of the upstream pyroptotic signaling pathway demonstrated that VX-765 treatment did not suppress the expression of Caspase1 per se, or *Nlrp1b* mRNA but did block the increase in Il18 and Il1b as well as macrophage infiltration (Fig. 4c). Although VX-765 did not affect total body weight (Fig. 4d) and subcutaneous white adipose tissue mass (Fig. 4e), there was protection against the loss of iBAT mass (Fig. 4f). In line with this, VX-765 almost completely protected Ind-KO from acute cold-induced hypothermia (Fig. 4g). Importantly, the Caspase3 inhibitor (Z-DEVD-FMK) was not protective against the activation of Caspase1 nor the reduction of iBAT mass (Fig. 4h–k). Taken together these data support a model in which STX4 deficiency induces brown adipocyte cell death through a pyroptosis signaling pathway leading to the activation of the key effector caspases 1 and/or 11.

**Fig. 4:**
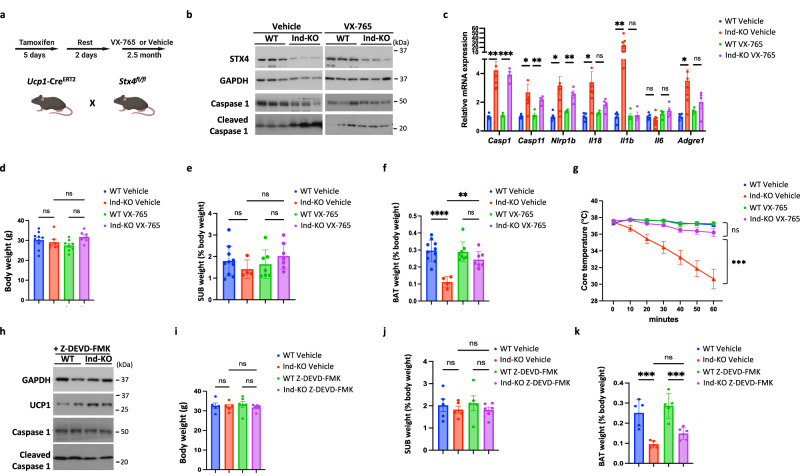
Inhibition of Caspase 1/11 mediated-pyroptosis prevents the involution of brown adipose tissue in brown adipocyte specific STX4 knockout mice. **a** Schematic diagram of experiment setup. **b** Immunoblot of Syntaxin 4, Caspase1, cleaved Caspase1 and GAPDH from brown adipose tissue of wild-type (WT) and adipocyte-specific inducible STX4KO (Ind-KO) male mice treated with VX-765 (50 mg per kg of their body weight) or vehicle, three times a week for 2 months. *n* = 3 mice. **c** mRNA expression of pyroptotic genes in BAT of WT and Ind-KO male mice treated with VX-765 or vehicle by RT-qPCR. *n* = 5 (WT Vehicle), *n* = 8 (Ind-KO Vehicle), *n* = 4 (WT VX-765), *n* = 4 (Ind-KO VX-765) mice. Comparison of WT Vehicle with Ind-KO Vehicle, *p* = 0.0015 (*Casp1*), *p* = 0.041 (*Casp11*), *p* = 0.023 (*Nlrp1b*), *p* = 0.0026 (*Il18*), *p* = 0.0072 (*Il1b*), *p* = 0.2975 (*Il6*), *p* = 0.027 (*Adgre1*). Comparison of WT VX-765 with Ind-KO VX-765, *p* = 2.06E-05 (*Casp1*), *p* = 0.0018 (*Casp11*), *p* = 0.0039 (*Nlrp1b*), *p* = 0.052 (*Il18*), *p* = 0.8669 (*Il1b*), *p* = 0.4474 (*Il6*), *p* = 0.2291 (*Adgre1*). **d** Body weight of WT and Ind-KO male mice treated with vehicle or VX-765. n = 10 (WT Vehicle), *n* = 7 (Ind-KO Vehicle), *n* = 8 (WT VX-765), *n* = 4 (Ind-KO VX-765) mice. **e** Subcutaneous adipose tissue mass normalized to body weight in WT and Ind-KO male mice treated with vehicle or VX-765. *n* = 10 (WT Vehicle), *n* = 4 (Ind-KO Vehicle), *n* = 7 (WT VX-765), *n* = 7 (Ind-KO VX-765) mice. **f** Brown adipose tissue mass normalized to body weight in WT and Ind-KO male mice treated with vehicle or VX-765. *n* = 10 (WT Vehicle), *n* = 4 (Ind-KO Vehicle), *n* = 8 (WT VX-765), *n* = 7 (Ind-KO VX-765) mice. *p* < 0.0001 (WT Vehicle *vs*. Ind-KO Vehicle), *p* = 0.0041 (WT VX-765 *vs*. Ind-KO VX-765). **g** Core body temperature of WT and Ind-KO male mice treated with VX-765 or vehicle following acute cold challenge from room temperature to 4 °C. *n* = 10 (WT Vehicle), *n* = 8 (Ind-KO Vehicle). *n* = 8 (WT VX-765). *n* = 8 (Ind-KO VX-765) mice. Comparison of WT Vehicle with KO Vehicle, *p* = 0.0003 (20 min), *p* < 0.0001 (30 min), *p* = <0.0001 (40 min), *p* < 0.0001 (50 min), < 0.0001 (60 min). **h** Western blot of GAPDH, UCP1, Caspase1 and cleaved Caspase1 from brown adipose tissue of WT and Ind-KO male mice treated with vehicle or Z-DEVD-EMK (2.5 mg per kg of their body weight, three times a week). *n* = 3 mice. **i** Body weight of WT and Ind-KO male mice treated with vehicle or Z-DEVD-FMK. *n* = 5 (WT Vehicle, WT VX-765 and Ind-KO Vehicle), *n* = 6 (Ind-KO VX-765) mice. **j** Subcutaneous adipose tissue mass normalized to body weight in WT and Ind-KO male mice treated with vehicle or Z-DEVD-FMK. *n* = 5 (WT Vehicle, WT VX-765 and Ind-KO Vehicle), *n* = 6 (Ind-KO VX-765) mice. **k** Brown adipose tissue mass normalized to body weight in WT and Ind-KO male mice treated with vehicle or Z-DEVD-FMK. *n* = 5 (WT Vehicle, WT VX-765 and Ind-KO Vehicle), *n* = 6 (Ind-KO VX-765) mice. *p* = 0.0004 (WT Vehicle *vs*. Ind-KO Vehicle), *p* = 0.0008 (WT DEVD *vs*. Ind-KO DEVD). All data represent the mean ± SEM. *p < 0.05, **p < 0.01 and ***p < 0.001, by two-tailed Student’s *t* test (**c**) or one-way ANOVA (**d**–**g**, **i**–**k**).

### Inhibition of Caspase1/11 mediated-pyroptosis prevents the involution of brown adipose tissue with aging

Since STX4 deficiency appears to mimic the aging process of iBAT, albeit in an accelerated fashion, and single nuclei RNAseq is non-quantitative, we next determined pyroptosis gene expression markers by quantitative RT-PCR in iBAT from 2-, 12- and 24-month-old mice (Fig. 5a). Several pyroptotic mRNAs (*Casp1*, *Aim2*, *Nlrp1b*, *Il18*, *Adgre1* and *Tnfa*) were significantly increased in iBAT at both 12- and 24-month old mice compared to 2- month old mice concomitant with a reduction in both *Ucp1* and *Stx4a* mRNA (Fig. 5a). Immunoblotting confirmed the downregulation of UCP1 and STX4 proteins along with the upregulation of NLRP1b protein in the 12- and 24-month-old mice (Fig. 5b, Supplementary Fig. 1f, g). Quantification of NLRP1b and UCP1 protein levels are shown in Fig. 5c, d. We also observed a loss of brown adipocytes as detected by the reduction in perilipin staining in 24-month-old mice (Fig. 5e, f). Collectively, these data demonstrate that the activation of pyroptosis observed in the brown adipocyte specific STX4 deficiency model also occurs during physiological aging.

**Fig. 5:**
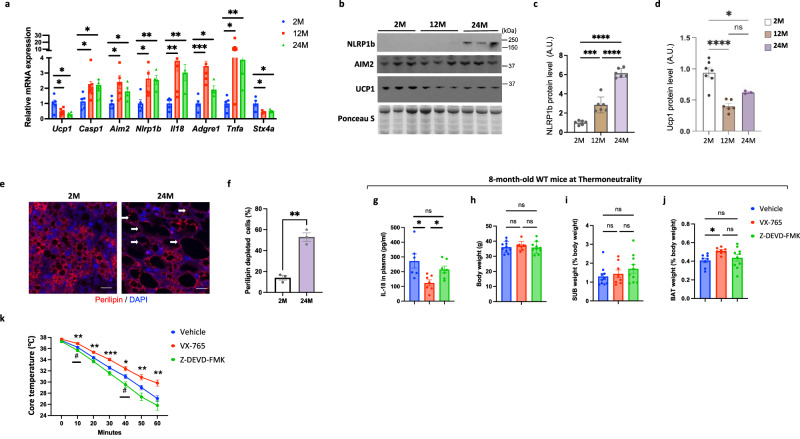
Inhibition of Caspase1/11 mediated-pyroptosis prevents the involution of brown adipose tissue with aging. **a** Brown adipose tissue from WT male mice at 2 months (2M), 12 months (12M), and 24 months (24M) of age was extracted and subjected to RT-qPCR to determine the indicated mRNA levels. n = 5 mice. Comparison of 2M with 12M, *p* = 0.023 (*Ucp1*), *p* = 0.042 (*Casp1*), *p* = 0.023 (*Aim2*), *p* = 0.027 (*Nlrp1b*), *p* = 0.006 (*Il8*), *p* = 0.0002 (*Adgre1*), *p* = 0.017 (*Tnfa*), *p* = 0.042 (*Stx4a*). Comparison of 2M with 24M, *p* = 0.031 (*Ucp1*), *p* = 0.047 (*Casp1*), *p* = 0.035 (*Aim2*), *p* = 0.005 (*Nlrp1b*), *p* = 0.005 (*Il8*), *p* = 0.021 (*Adgre1*), *p* = 0.0086 (*Tnfa*), *p* = 0.037 (*Stx4a***). b** Immunoblots of proteins NLRP1b, AIM2 and UCP1 of brown adipose tissue from WT male mice at 2M, 12M, and 24M of age. Ponceau’s staining as loading control. **c** Quantitation of NLRP1b expression in brown adipose tissue of male mice at 2M, 12M, and 24M of age. *n* = 6 mice. *p* = 0.0001 (2M vs. 12M), *p* < 0.0001 (2M vs. 24M), *p* < 0.0001 (12M vs. 24M). **d** Quantitation of UCP1 expression in brown adipose tissue of male mice at 2M, 12M, and 24M of age. *n* = 7 (2M), *n* = 6 (12M), *n* = 3 (24M) mice. *p* < 0.0001 (2M vs. 12M), *p* = 0.020 (2M vs. 24M). **e** Perilipin immunofluorescence (r**e**d) and DAPI (blue) staining of nuclei in brown adipose tissue of WT male mice at 2M and 24M of age. Arrows indicate perilipin-depleted cells. Scale bars: 100 µM. **f** Quantification of perilipin-depleted cells was performed on brown adipose tissue from WT male mice at 2M and 24M of age. *n* = 3 mice. *p* = 0.001. **g** Quantification of IL-18 level by ELISA in plasma of 12M old male mice being treated for 4 months with vehicle, VX-765 (50 mg/kg, three times a week) or Z-DEVD-FMK (2.5 mg/kg, three times a week). *n* = 7 mice. *p* = 0.012 (Vehicle vs. VX-765), *p* = 0.011 (VX-765 *vs.* Z-DEVD-FMK). **h** Body weight of the mice treated with Vehicle, VX-765 (50 mg/kg, three times a week) or Z-DEVD-FMK. *n* = 10 (Vehicle and Z-DEVD-FMK), *n* = 8 (VX-765) mice. **i** The mass of subcutaneous adipose tissue normalized to body weight of the mice treated with Vehicle, VX-765 or Z-DEVD-FMK (2.5 mg/kg, three times a week). *n* = 10 (Vehicle and Z-DEVD-FMK), *n* = 8 (VX-765) mice. **j** The mass of brown adipose tissue normalized to body weight of WT mice treated with Vehicle, VX-765 or Z-DEVD-FMK. *n* = 8 (Vehicle and VX-765), *n* = 10 (Z-DEVD-FMK) mice. *p* = 0.046. **k** Core body temperature of WT male mice treated with Vehicle, VX-765 or Z-DEVD-FMK after acute cold challenged from thermoneutrality to 0 °C for 60 min. *n* = 9 mice. Comparison of Vehicle with VX-765, *p* = 0.0056 (10 min), *p* = 0.0017 (20 min), *p* = 0.0008 (30 min), *p* = 0.013 (40 min), *p* = 0.0087 (50 min), *p* = 0.0018 (60 min). Comparison of Vehicle with Z-DEVD-FMK, *p* = 0.0489 (10 min), *p* = 0.0321 (40 min). All data represent the mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 and ^#^*p* < 0.05 by two-tailed Student’s *t* test (**a**, **f**, **g**, **k**) or one-way ANOVA (**c**, **d**, **i**, **j**).

To determine if pharmacological inhibition of Caspase1/11 can also prevent age-associated iBAT involution, 8-month-old mice were placed under thermoneutrality to induce whitening and were injected with VX-765 or Z-DEVD-FMK (a selective Caspase3 inhibitor) for 4 months. VX-765 treatment reduced the plasma levels of IL-18 compared to vehicle or Z-DEVD-FMK-treated mice (Fig. 5g). Treatment with VX-765 or Z-DEVD-FMK had no effect on body weight or subcutaneous white adipose tissue mass (Fig. 5h, i), but VX-765-treated mice displayed a small increase in the amount of iBAT mass (Fig. 5j). In parallel, the VX-765-treated mice also display greater protection against hypothermia compared to vehicle or Z-DEVD-FMK-treated mice (Fig. 5k). These data suggests that the loss of iBAT mass and thermogenic function during aging is also, at least in part, mediated by a Caspase1/11 activated pyroptosis.

### Knockout of STX4 causes Caspase 1/11-mediated pyroptosis in a cell-autonomous manner

We next accessed whether STX4 deficiency induced pyroptosis activation and subsequent cell death in a cell-autonomous manner. To accomplish this, we isolated brown adipocytes progenitors from the STX4^fl/fl^ mice and then differentiated them into brown adipocytes. Brown adipocytes were differentiated for 6 days and then were infected with either an adenovirus expressing Cre (Ade-Cre) or a control (Ade-CMV). Ten days post infection there was a near complete ablation of STX4 protein with a marked reduction of UCP1 protein concomitant with increased cleaved Caspase1 (Fig. 6a). Quantitative real-time PCR data demonstrated the decreased expression of *Stx4a* and *Ucp1* mRNA in the STX4KO brown adipocytes associated with the increased mRNA expression of the pyroptotic genes *Casp1*, *Nlrp1b* and *Il18* (Fig. 6b). Moreover, the STX4KO adipocytes displayed reduced number of nuclear positive HMGB1 staining (marker of cell death, Fig. 6c, d) and increased secretion of mature IL-18 from medium (Fig. 6e).

**Fig. 6:**
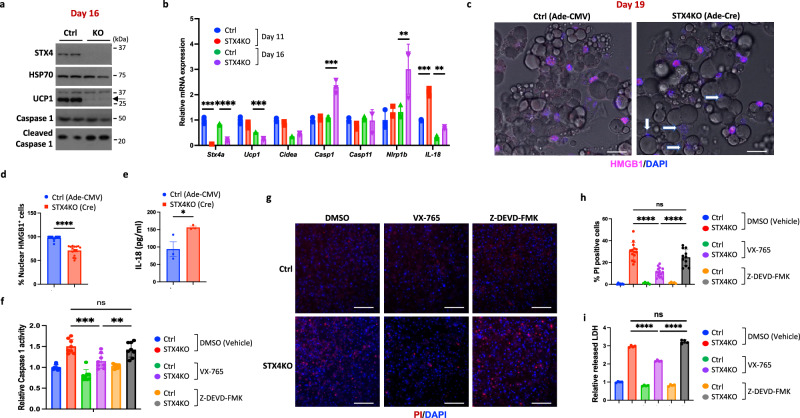
Knockout of STX4 causes Caspase 1/11-mediated pyroptosis in a brown adipocyte autonomous manner. Stromal vascular cells from brown adipose tissue of STX4^fl/fl^ male mice were isolated and differentiated to brown adipocytes for 5 days. Then the brown adipocytes were infected with adenovirus (Ade-CMV) as control or with an adenovirus containing Cre (Ade-Cre) to generate STX4 knockout cells. **a** Following 16 days of differentiation the control (Ctrl) and STX4KO (KO) cells were immunoblotted for the indicated proteins. **b** WT and KO brown adipocytes as above were extracted and subjected to RT-qPCR to determine the indicated mRNA levels. *n* = 3 biologically independent samples. Comparison of Ade-CMV with Ade-Cre at day 10, *p* = 0.0002 (*Stx4a*), *p* = 0.0002 (*Il18*). Comparison of Ade-CMV with Ade-Cre at day 16, *p* = 7.23E-05 (*Stx4a*), *p* = 0.0002 (*Ucp1*), *p* = 0.035 (*Cidea*), *p* = 0.0014 (*Casp1*), *p* = 0.045 (*Nlrp1b*), *p* = 0.0016 (*Il18*). **c** The representative image of HMGB1 immunofluorescence staining (red) and DAPI (blue) staining of nuclei of brown adipocytes following 19 days of differentiation. **d** Quantitation of HMGB1 staining. About 500 cells for each group are counted. *p* = 2.9E-09. **e** IL-18 ELISA from medium of primary brown adipocytes at day 16. *n* = 3 biologically independent samples. *p* = 0.043. **f** Relative Caspase1 activity of day 16 primary adipocytes treated with VX-765 (50 μM) or Z-DEVD-FMK (50 μM) three days following infection with Ade-CMV or Ade-Cre. *n* = 8 biologically independent samples. *p* = 0.001 (STX4KO DMSO *vs*. STX4KO VX-765), *p* = 0.0037 (STX4KO VX-765 *vs*. STX4KO Z-DEVD-FMK). **g** The representative image of PI/Hoechst staining of day 19 primary adipocytes treated with VX-765 (50 μM) or Z-DEVD-FMK (50 μM) three days following infection with Ade-CMV or Ade-Cre. **h** Quantitation of the percentage of PI-positive cells. About 500 cells for each group are counted. *p* < 0.0001 (STX4KO DMSO *vs*. STX4KO VX-765), *p* < 0.0001 (STX4KO VX-765 *vs*. STX4KO Z-DEVD-FMK). **i** The released LDH level from medium of d19 primary adipocytes with VX-765 (50 μM) or Z-DEVD-FMK (50μM) three days following infection with Ade-CMV or Ade-Cre. *n* = 4 biologically independent samples. *p* < 0.0001 (STX4KO DMSO *vs*. STX4KO VX-765), *p* < 0.0001 (STX4KO VX-765 *vs*. STX4KO Z-DEVD-FMK). Scale bars: 200 µM. All data represent the mean ± SEM. ** *p* < 0.01, ***p < 0.001, ****p < 0.0001 by two-tailed Student’s *t* test (**b**, **d**, **e**) or one-way ANOVA (**f**, **h**, **i**).

To determine if the adipocyte death was a result of activated pyroptosis, we differentiated STX4^fl/fl^ primary brown adipocyte progenitor cells and treated the cells with vehicle or the Caspase1/11 inhibitor (VX-765) and Caspase3 inhibitor (Z-DEVD-FMK) 3 days after infection with Ade-CMV or Ade-Cre (Fig. 6f). STX4KO brown adipocytes displayed higher Caspase1 activity in vehicle and Z-DEVD-FMK-treated cells whereas VX-765 treatment significantly reduced Caspase1 activity. In the control, Ade-CMV infected cells there were few positive propidium iodine (PI) staining cells indicating that most cells maintained their plasma membrane integrity (Fig. 6g). In contrast, following infection with Ade-Cre there was a high percentage ( ~ 30%) of PI-positive cells. However, treatment with the Caspase1/11 inhibitor (VX-765) significantly suppressed the number of PI-positive cells to 10% (Fig. 6g, h). We also confirmed these findings by measuring the activity of lactate dehydrogenase released into the media as another indicator of cell death (Fig. 6i). To further confirm that the activation of pyroptosis through Caspase1/11, we made STX4KO brown adipocytes that were infected with lentivirus encoding a random (NMshRNA), Caspase1 (Casp1shRNA), Caspase3 (Casp3shRNA) or Caspase11 (Casp11shRNA). Immunoblotting demonstrated the effectiveness and specificity of the different shRNAs to reduce the protein levels of each target (Supplementary Fig. 5c, d). Propidium iodine (PI) labeling indicated a marked increase in the number of PI-positive (dead) cells in the STX4KO compared to wild-type (Supplementary Fig. 5e, f). Although Caspase3 knockdown had a small protective effect, the knockdown of Caspase1 and Caspase11 substantially reduced the extent of PI labeling. In addition, there was no significant difference in the release of lactate dehydrogenase activity in the Caspase3 knockdown, but both Caspase1 and Caspase11 reduced cell death almost back to wild-type levels (Supplementary Fig. 5g). These data further support that the activation of Caspase1/11 is downstream of STX4 in a cell-autonomous manner and functionally responsible for the brown adipocyte cell death.

### STX4 functions as a regulator of energy metabolism

The pyroptosis pathway can be activated by both extrinsic (pathogens) and intrinsic signals^30,36–40^. To investigate the molecular mechanisms of STX4-regulated brown adipocyte pyroptosis, we developed an inducible brown adipocyte cell line by taking Stx4^fl/fl^ brown adipocyte progenitor cells and transfecting them with SV40 lentivirus, and retrovirus Cre^ERT2^ (Supplementary Fig. 6a). Following 6 days of brown adipocyte differentiation, the cells were treated with 4-hydroxy-tamoxifen (4-OHT) for 4 days, which led to a near complete loss of *Stx4a* mRNA by day 10 (Supplementary Fig. 6b) and a near-total depletion of STX4 protein by day 12 (Fig. 7a). Concurrently, there was an increase in cleaved Caspase1 protein, indicating pyroptosis activation. In parallel, the STX4KO cell line displayed increased cell death as determined by propidium iodide (PI) labeling at day 16, but not at day 12 (Fig. 7b). Therefore, we used day 12 brown adipocytes for subsequent experiments to identify the signaling mechanisms and molecular events responsible for the pyroptosis activation of cell death.

**Fig. 7:**
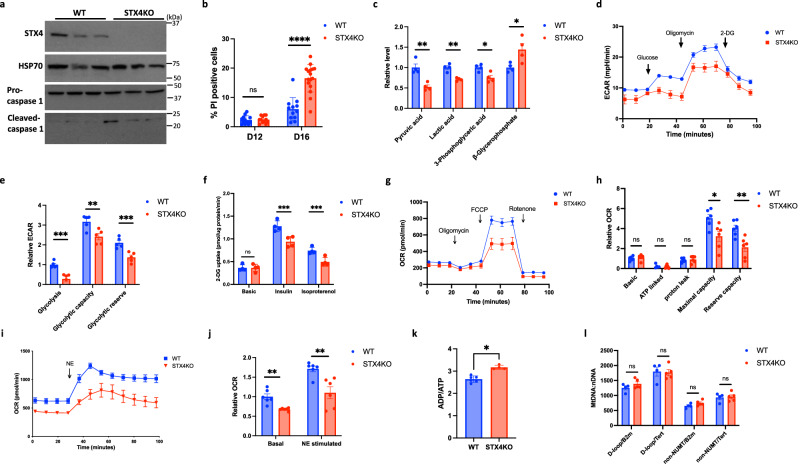
Stx4 functions as a regulator of energy metabolism. Brown adipocyte progenitor cells from STX4^fl/fl^ male mice were transfected with SV40 lentivirus and retrovirus Cre^ERT2^. Then following 6 days of brown adipocyte differentiation, the cells were treated with 1 µM 4- hydroxy-tamoxifen (4-OHT) for 4 days to knockout STX4 (STX4KO or 4OHT), while the cells treated with methanol as control (WT or methanol). **a** Representative immunoblotting of WT or STX4KO brown adipocytes at day 12 with different antibodies. HSP70 as loading control. **b** Quantitation of the percentage of PI-positive brown adipocytes at day 12 and day 16 of differentiation. About 500 cells for each group are counted. *p* < 0.0001. **c** Relative level of several metabolites related with glycolysis from WT and STX4KO brown adipocytes at day 12. *n* = 4 biologically independent samples. *p* = 0.003 (*Pyruvic acid*), *p* = 0.001 (*Lactic acid*), *p* = 0.014 (*3-Phosphoglyceric acid*), *p* = 0.033 (β*-Glycerophosphate*). **d** Extra cellular acidification rate (ECAR) in WT and STX4KO brown adipocytes was tested by Seahorse XF Analyzer, at day 11 of differentiation. **e** Quantitative analysis of the ECAR data obtained in (**d**). *n* = 5 biologically independent samples. *p* = 0.0019 (*glycolysis*), *p* = 0.010 (*glycolytic capacity*), *p* = 0.002 (*glycolytic reserve*). **f** Glucose uptake in WT and STX4KO brown adipocytes at day 12 in the absence or presence of 1 μM insulin and 1 μM isoproterenol for 40 min. *n* = 4 biologically independent samples. *p* = 0.0061 (*Insulin*), *p* = 0.0069(*Isoproterenol*). **g** Oxygen consumption rate in WT and STX4KO brown adipocytes was measured by Seahorse XF Analyzer, at day 11 of differentiation. **h** Quantitative analysis of the OCR data obtained in (**g**). *n* = 6 biologically independent samples. *p* = 0.015 (Maximal capacity), *p* = 0.004 (*Reserve capacity*). **i** Oxygen consumption rate was measured in WT and STX4KO brown adipocytes at day 11 of differentiation treated with 1 µM norepinephrine by Seahorse XF Analyzer under 5.5 mM glucose medium. **j** Quantitative analysis of the OCR data obtained in (**i**). *n* = 6 biologically independent samples. *p* = 0.0014 (Basal), *p* = 0.0046 (*NE stimulated*). **k** The ratio of ADP/ATP in WT and STX4KO brown adipocytes at day 12 of differentiation was measured by the ADP/ATP Ratio assay kit. *n* = 6 (WT), *n* = 4 (STX4KO) biologically independent samples. *p* = 0.017. **l** The ratio of mitochondria DNA to nuclear DNA in WT and STX4KO brown adipocytes at day 12 of differentiation using different sets of primers. *n* = 4 (WT), *n* = 5 (STX4KO) biologically independent samples. All data represent the mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, by two-tailed Student’s *t* test.

Targeted metabolic profiling revealed a clear separation of the control and STX4KO cell lines by PCA analysis (Supplementary Fig. 6c). In particular the SXT4KO cells had decreased levels of pyruvic acid, lactic acid, and 3-phosphoglyceric acid, along with increased beta-glycerophosphate levels (Fig. 7c), that is indicative for the down-regulation of glycolysis^41^. Seashore flux analyses of the extracellular acidification rate (ECAR) was reduced in the STX4KO brown adipocytes (Fig. 7d, e). The reduction in ECAR was also consistent with a reduction in insulin and norepinephrine-stimulated glucose uptake (Fig. 7f) that is dependent upon STX4-mediated GLUT4 and GLUT1 vesicle fusion with the plasma membrane^42–46^. Consistent with the reduction in ECAR being due to decreased glucose uptake, when pyruvate was used to bypass glucose uptake, ECAR was unaffected in the Ucp1-STX4KO brown adipocytes (Supplementary Fig. 6d). In addition to the reduction in glycolysis, the STX4KO brown adipocytes also displayed reduced maximal oxygen consumption rate (OCR) and reserve oxygen consumption capacity (Fig. 7g, h) with reduced norepinephrine stimulated OCR (Fig. 7i, j). The combination of reduced glycolysis coupled with reduced mitochondria electron chain activity resulted in decreased cellular ATP levels (Fig. 7k), which has been identified as cell-intrinsic pyroptosis activation signal^36^. Importantly, there was no change in mitochondria number (Fig. 7l) demonstrating that the defect in oxygen consumption is likely due to a direct effect on mitochondrial dysfunction.

### STX4 can localize to the inner mitochondria membrane and regulates UCP1 protein stability

In addition to its plasma membrane localization, STX4 has been found to be localized to the mitochondria in skeletal muscle, where it regulates mitochondrial fission^47^. Subcellular fractionation of wild-type and STX4KO brown adipocytes revealed that although the majority of the endogenous STX4 protein is present in non-mitochondrial membranes there was a significant amount of STX4 located in the mitochondria (Fig. 8a). Moreover, protease K digestion to degrade outer mitochondria proteins (TOM70) demonstrated that STX4 is localized to the inner mitochondrial membrane as it was resistant to protease K digestion similarly to a bona fide inner mitochondrial membrane protein, COX IV (Fig. 8b and Supplementary Fig. 6e). Furthermore, we consistently observed a lower UCP1 protein level in STX4KO brown adipocytes compared to wild-type control (Figs. 6a and 8c), even before any change in *Ucp1* mRNA (Supplementary Fig. 6b). This finding prompted us to investigate whether UCP1 protein degradation is increased by STX4 deficiency that may precede mitochondria dysfunction. To address this issue, we labeled wild-type control and STX4KO cultured adipocytes with stable isotopes labeled histidine and cysteine for 2 days that were subsequently chased with unlabeled amino acids. Quantification of the heavy (H) isotope labeled UCP1 protein divided by the unlabeled light protein (L) indicated a more rapid degradation of UCP1 in the STX4KO adipocytes (Fig. 8d). Recently it had been reported that UCP1KO mice display a reduction in electron chain proteins with impaired mitochondrial function^48^. Consistent with these findings, western blotting for several electron chain complex proteins demonstrated a substantial reduction in brown adipose tissue from UCP1KO mice (Supplementary Fig. 6f). Similarly, the same electron chain complex subunit proteins were also decreased in brown adipose tissue from STX4KO mice, suggesting a direct relationship between UCP1 and STX4 in maintaining mitochondrial function. Transmission electron microscopy of BAT mitochondria from the Ucp1-STX4KO mice clearly indicates a marked reduction in the mitochondria area and cristae density in the Ucp1-STX4KO mice (Supplementary Fig. 6g–i), similar to that reported for UCP1KO mice^48^. In parallel, we found a downregulation of STX4 protein levels in UCP1KO mice (Supplementary Fig. 7a, b). Although UCP1KO mice do not display any increase in pyroptosis signaling when maintained at normal ambient temperature (Supplementary Fig. 7c), UCP1KO brown adipocytes are more sensitive to cell death in the presence of 2-deoxyglucose to suppress glycolysis (Supplementary Fig. 7d, e).

**Fig. 8:**
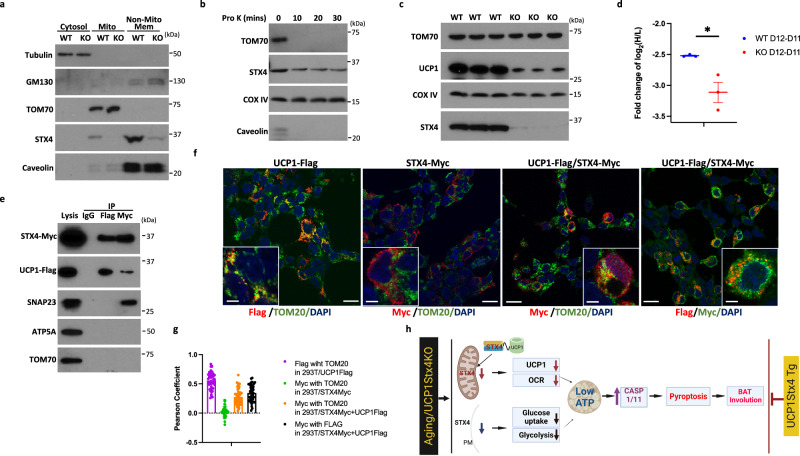
STX4 can localize to the inner mitochondria membrane and regulates UCP1 protein stability. **a** Representative immunoblotting of Tubulin, GM130, TOM70, STX4 and Caveolin in cytosol fraction, mitochondria fraction and non-mitochondrial membrane fraction from WT and STX4KO brown adipocytes at day 11 of differentiation. **b** Representative immunoblotting of TOM70, STX4, COX IV and Caveolin in mitochondria fraction from male WT (2-month-old) brown adipose tissue treated with 20 µg/µl proteinase K for 0 min, 10 min, 20 min and 30 min. **c** Representative immunoblotting of TOM70, STX4 and UCP1 in mitochondria fraction from male WT and STX4KO brown adipocytes at day 12. **d** The fold change of the log2 ratio of the heavy (H) isotope labeled UCP1 protein divided by the unlabeled light protein (L) at day 12 compared to day 11 in WT and STX4KO adipocytes. n = 3 biologically independent samples. *p* = 0.023. **e** Lysates from 293 T cell overexpressing STX4-Myc and UCP1-Flag for 24hrs were subjected to immunoprecipitation using ether Flag antibody or Myc antibody, followed by blotting with antibodies against Myc, UCP1, SNAP23, ATP5A and TOM70. **f** The 293 T cell overexpressed STX4-Myc and UCP1-Flag for 24 h were immunostaining for Flag (green) and Myc (red) with DAPI (blue) labeling of nuclei. These pictures are representative of 50 cells. Scale bar: 20 µm and 5 µm (insert). **g** The extent of co-localized STX4-Myc and UCP1-Flag was determined by Pearson’s coefficient from 3 independent experiments with the quantification from 50 cells/experiment. **h** Hypothetical schematic model that accounts for the loss of STX4 mediating both mitochondrial and glycolytic dysfunction necessary for the activation of brown adipocyte pyroptosis (Created with BioRender.com). Each experiment has been repeated for 3 times. All data represent the mean ± SEM. *p < 0.05, ** *p* < 0.01, and ***p < 0.001, by two-tailed Student’s *t* test.

We next isolated mitochondria from wild-type BAT that was crosslinked with or without DSP (3,3-Dithio- bis- (sulfosuccinimidyl) propionate). STX4 immunoprecipitation demonstrated the co-immunoprecipitation of UCP1 and SNAP23, but not TOM70 or COX IV (Supplementary Fig. 7f). To further confirm the interaction between STX4 and UCP1, we overexpressed STX4-Myc and UCP1-Flag in 293T cells for 24 hrs and performed immunoprecipitation and immunostaining using Flag or Myc antibodies. Immunoprecipitation of STX4-Myc resulted in the co-precipitation of UCP1-Flag and immunoprecipitation of UCP1-Flag resulted in the co-precipitation of STX4-Myc (Fig. 8e). The transfected UCP1-Flag protein co-localized with TOM20 indicating mitochondrial co-localization whereas the transfected STX4-Myc was distinct from TOM20 and appeared primarily plasma membrane localized (Fig. 8f). However, co-transfection of UCP1-Flag with STX4-Myc resulted in a significant redistribution of STX4-Myc that now co-localized with TOM20 and with UCP1-Flag. Quantification of these data using Pearson’s coefficient is shown in Fig. 8g. Further, we observed a reduction in STX4 and UCP1 protein under thermoneutral conditions (Supplementary Fig. 7g–j) to demonstrate the role of STX4 in stabilizing the UCP1 under physiological conditions. Together these data indicate that STX4 interacts with UCP1 protein and is necessary to maintain UCP1 protein stability.

## Discussion

It is well established that humans are born with classical brown adipose tissue localized to the interscapular and perirenal regions^49^ with the interscapular depot regressing in the first and second decade of life^17,20^ and the perirenal depot slowly transforming into a white adipose tissue depot^50^. Since thermogenic adipose tissue increases insulin sensitivity and energy expenditure to suppress the development of diabetes and obesity, there are currently numerous efforts to find therapeutic approaches to induce the formation of beige adipose tissue^51–53^. However, an alternative approach would be to prevent the regression of brown adipocytes that are present at birth. Although mice do not fully regress their brown adipose tissue, during the aging process classical brown adipocyte numbers decline with decreased thermogenic capacity^23^. Thus, understanding the post-developmental changes of thermogenic brown adipose tissue may have important therapeutic implications for the improvement of metabolic health and to improve energy balance.

In the case of white adipose tissue, numerous studies have clearly documented that these depots undergo hypertrophy and adipocyte cell death during diet-indued obesity^54–57^. Although studies have suggested that this results from apoptotic, necrotic, or autophagic induced cell death^54–57^, based upon extensive morphological criteria, pyroptotic death was the primary cause in hypertrophic white adipocytes^58,59^ suggesting that this may be a generalized adipocyte response to excessive lipid accumulation^60^. This is consistent with a recent study showing that genetic (ChREBP deficiency) and pharmacological inhibition of lipogenesis under thermoneutrality preserves mitochondria mass and thermogenic capacity of BAT^61^.

Our data clearly demonstrate that during the aging process, pyroptosis activation is a key driver of brown adipocyte cell death and a decline in thermogenic activity of the remaining brown adipose tissue depots. Recent studies have shown that rabbit stromal vascular cells expressing high levels of follistatin (FSTL) serve as brown adipocyte progenitors and loss of FSTL expression in mice results in decreased iBAT mass due to a suppression of progenitor cell differentiation^62^. In contrast, our snRNAseq data from iBAT of aging mice did not indicate any significant loss of brown adipocyte progenitor cells but instead the appearance of an *Ucp1*-low adipocyte population concomitant with a reduction in the *Ucp1*-high adipocyte cells in both aging and STX4KO mice. While both *Ucp1*-high and *Ucp1*-low cells in the KO mice show expression of pyroptotic genes, the levels of these genes are significantly higher in the *Ucp1*-low cells compared to the *Ucp1*-high cells. Additionally, trajectory inference analyses indicated that the *Ucp1*-low adipocytes were derived from the *Ucp1*-high adipocytes suggesting a de-differentiation process that subsequently undergoes a pyroptotic cell death program. Future work will require direct evidence such as lineage tracing to verify this finding. Although this can account for the decline in BAT mass and the reduction in UCP1 protein could account for the defect in uncoupled mitochondrial respiration, it cannot account for the defect in coupled respiration in aged mice.

In our analyses, we observed a concomitant decline in STX4 which has previously reported as a healthy longevity gene and that protects pancreatic beta cells and skeletal muscle from metabolic dysfunction^26,27,47^. We, therefore, generated both brown adipocyte-specific STX4 deficient mice, which mimic aging-induced reduction in brown adipose tissue mass and thermogenic dysfunction, whereas transgenic brown adipocyte STX4 overexpressing mice protects against the aging-induced decline. Moreover, pharmacological inhibition of the pyroptosis effector proteins Caspase1/11 protects against both aging and STX4 deficiency of thermogenic dysfunction in vivo and specific knockdown of Caspase1 and 11 but not Caspase 3 protected against cell death in cultured brown adipocytes.

In any case, these findings beg the question of how does STX4 regulates both brown adipocyte thermogenic function and pyroptotic cell death. Our data strongly support the hypothesis depicted in Fig. 8h in which STX4 plays two important roles. One is its classical role in the trafficking and fusion of glucose transporter to the plasma membrane^63,64^. As such, we observed both a decrease in glucose uptake and glycolysis. To further demonstrate that the defect in glycolysis was due to impaired glucose uptake, we used pyruvate to bypass glucose uptake. As shown, pyruvate-stimulated ECAR was unaffected in the Ucp1-STX4KO brown adipocytes. However, the partial inhibition of adipocyte glucose uptake by itself is not sufficient to cause cell death^65^, likely due to compensation by mitochondria energy production. However, we also observed a parallel inhibition of oxygen utilization indicating mitochondrial electron chain dysfunction consistent with the observed decrease in electron chain protein complexes.

How is it then that STX4 disrupts the mitochondrial respiratory chain? Our finding revealed that in brown adipocytes STX4 is physically associated with UCP1 and stabilizes it as STX4 deficiency results in an accelerated degradation rate of the UCP1 protein. Consequently, in STX4-deficient brown adipocytes, UCP1 protein levels dropped significantly and became nearly undetectable before significant death was observed. Moreover, STX4 protein levels decreased in brown adipose tissue of UCP1KO mice. We have also found that the Ucp1-STX4TG mice displayed elevated UCP1 protein levels under thermoneutrality and with aging. Together, these data clearly demonstrated a co-dependence of both UCP1 and STX4 protein levels on each other.

Recently, it was demonstrated that UCP1 deficiency not only impairs electron chain uncoupling of the proton gradient, but it also induces a defect in coupled electron transport as well as a reduction in mitochondria size with reduced cristate density^48^. The mitochondria morphologic phenotype with reduced electron chain respiration observed in the UCP1KO mice is similar to that of the STX4KO mice. These data are consistent with mitochondrial function being co-dependent upon the interaction between STX4 and UCP1 and deficiency in one also results in the deficiency of the other and thereby results in the disruption of mitochondrial respiration. Thus, the loss of STX4 protein either by aging or by genetic manipulation prevents the association of STX4 that is necessary for the stabilization of both the respiratory chain subunits as well as UCP1 itself. We therefore hypothesize that the activation of pyroptosis results from the combined defects in glycolysis and mitochondria respiration leading to reduced ATP levels, which, in turn, activate pyroptosis and ultimately contribute to brown adipose tissue involution.

Determination of the mechanisms by which UCP1 stabilizes the mitochondrial electron transport chain and the role of STX4 protein trafficking to the inner mitochondrial membrane are important mechanistic issues to understand the complex process responsible for brown adipose tissue involution. Moreover, further analyses of brown adipocyte cell autonomous pyroptosis as the basis for aging-induced decline in brown adipose tissue mass and thermogenic function will provide therapeutic potential for preventing the decline of energy expenditure and insulin sensitivity during the aging process.

## Methods

### Mice

The mice used in this study were group-housed either at 24 °C or 29 °C with a relative humidity of 30–70%, on a 12 h light/12 h dark cycle, with ad libitum access to food and water. Euthanasia was performed via carbon dioxide inhalation to ensure an overdose, with all other animal care procedures following the guidelines of the Institutional Animal Care and Use Committee at Albert Einstein College of Medicine. All mice were maintained on a C57BL/6 J background. The C57BL/6 J mice used in this study were obtained from the Jackson Laboratory (000664, JAX). The STX4^fl/fl^ mice were generously provided by Dr. Adachi Roberto, while the Ucp1-Cre mice were obtained from the Jackson Laboratory (024670, JAX). The Ucp1-cre^ERT2^ mice were gifted by Dr. Christian Wolfrum.

### Rosa26-*Stx4a* KI mice

To insert a cassette consisting of Ad-SA (a splicing acceptor)-loxp-tPA (triple polyA signal)-loxp-mouse *Stx4a* CDS-PolyA signal in sequence, we used the CRISPR/HDR strategy to target intron 1 of the Rosa26 locus. Microinjections to obtain zygotes and live mouse pups were performed by Albert Einstein Gene Modification Facility and Transgenic Mouse Facility.

### Stx4^fl/fl^ cell line

Stromal vascular cells were isolated from 1 week or younger embryonic STX4^fl/fl^ mice and cultured in DMEM medium supplemented with 15% FBS. The cells were then immortalized with SV40 lentivirus and transfected with tamoxifen-inducible Cre retrovirus. Single clones were selected and assessed for their ability to differentiate. Only clones with good differentiation were retained for further experiments. To induce Cre recombinase-mediated recombination, 1 µM of 4-hydroxytamoxifen (4-OHT) was added to the differentiated cells for two days, followed by a change of fresh medium with 1 µM of 4-OHT for another two days.

### Lentiviral transduction

MISSION lentiviral shRNA particles (106 VP/mL) for Caspase1 (TRCN0000012267), Caspase3 (TRCN0000012254), Caspase11(TRCN0000012269) and NM (nonmammalian, SHC202V) control were obtained from Millipore–Sigma. STX4^fl/fl^ cell lines were then selected with G418 (250 μg/ml) after lentivirus infection (MOI = 1) and then subjected to standard adipocyte differentiation.

### Acute cold exposure

To induce acute cold exposure, mice housed at ambient temperature (25 °C) or thermoneutrality (29 °C) were transferred to 4 °C or 0 °C for 1 h, without access to food or water. Body temperatures were monitored every 10 min using TH-8 Thermometer (Physitemp Instruments, Clifton, NJ) as per the manufacturer’s instructions.

### Insulin tolerance tests

To conduct insulin tolerance test, fasted mice (from 9:00 am to 2:00 pm) were intraperitoneally injected with 1.5 or 2 mU insulin per kg of lean mass. Blood glucose levels were measured at 0, 15, 30, 60, and 120 min using a glucose meter (Infinity, US Diagnostics).

### Brown adipocyte differentiation

Precursor cell line or stromal vascular cells from brown adipose tissue were cultured in DMEM/F12 medium supplemented with 15% fetal bovine serum and 0.2% primocin until confluency. The cells were then differentiated using the MesenCult^TM^ Adipogenic Differentiation Kit (STEMCELL Technology) with some modifications. Confluent precursor cells were differentiated in MesenCult™ Basal Medium supplemented with 1/10 of the 10X Supplement, 1/100 of the 100X Glutamax, and 1 μM of Rosiglitazone for 4 days, after which fresh differentiation medium was added every 4 days. For subsequent experiments, the differentiated cells were transferred to DMEM (5 mM glucose) medium containing 10% FBS, 1 nM T3, 20 nM insulin, 1 μM Rosiglitazone, and 0.2% primocin one day before performing the Seahorse experiment.

### Mitochondria isolation

Mitochondria isolation was performed using a Mitochondria Isolation Kit from Miltenyi Biotec with some modifications. To start, 10^7^ adipocyte cells (10 cm dish) or 100 mg brown adipose tissue were washed twice with PBS, and then 1 ml of lysis buffer containing protease/phosphatase inhibitors was added. The cells were homogenized with a Dounce homogenizer for 40 strokes, and the homogenate was centrifuged at 700 g for 5 min to remove top lipids and cell debris pellets. The instructions from the kit were then followed, passing the sample through a column, and collecting the mitochondria fraction binding to beads and the flow-through. To obtain the non-mitochondrial pellet and cytosol fraction, the flow-through was centrifuged at 14,000 g for 15 min. The supernatant contains the cytosolic fraction, and the pellet contains mostly the non-mitochondrial membrane fraction.

### Mitochondria functional assays

The oxygen consumption rates (OCRs) and extracellular acidification rate (ECAR) were determined using the XF24 Extracellular Flux Analyzer (Seahorse Bioscience, MA, USA) following the manufacturer’s protocols. The differentiated adipocytes were washed three times with seahorse medium supplemented with 5 mM glucose, 2 mM glutamine and 1 mM sodium pyruvate, then transferred to a temperature-controlled (37 °C) Seahorse analyzer and allowed to equilibrate for 20 min. Basal and after port injection measurements were looped 3 times. Each loop comprises a 3 min mix, 2 min wait and 3 min measure. Compounds were added by automatic pneumatic injection followed by a single assay cycle after each. The concentrations of drugs used were oligomycin (5 μM), FCCP (1 μM), rotenone (1 μM), and glucose (10 mM).

### Glucose uptake

Differentiated adipocytes were subjected to a 6-hour fast in serum-free DMEM medium containing 5 mM glucose, 2mM L-glutamine, 10 mM HEPES, 0.5% BSA, 2.4 nM insulin, and 0.2% Primocin. Following the fast, the cells were treated for 40 min in serum-free, glucose-free, and insulin-free medium. For insulin-treated samples, 1 μM insulin was added for 20 min, while 1 μM isoproterenol was added for 20 min for isoproterenol-treated samples. Subsequently, all three groups were treated with 1 mM 2-deoxy-D-glucose (2-DG) for 20 min. Then glucose uptake was determined using the Glucose Uptake Assay Kit (ab136955), and the final data was normalized to 2-DG uptake per µg protein per minute.

### RNA extraction, qPCR analysis and bulk RNA sequencing

Total mRNA was extracted by homogenizing brown adipose tissues in TRIzol, treating with chloroform, and precipitating in 70% ethanol. cDNA was made using SuperScript IV VILO Master Mix and qPCR was performed utilizing QuantStudioTM 6 Flex Real-Time PCR System (ThermoFisher Scientific), using primers supplied by the same company. After RNA extraction from BAT of 2-month-old WT and Ucp1-STX4KO male mice, with four biological replicates each, 2 µg of total RNA was used as input for polyA(+)-RNA enriched and strand-specific library preparation, which was performed by Novogene. Sequencing was carried out on an Illumina NovaSeq 6000 machine. The reads were mapped to the mm10 reference genome using STAR software. Differential expression analysis was performed using R package DESeq2, and Gene Ontology and KEGG pathways were analyzed using R package clusterProfiler.

### Protein extraction and immunoblot

Tissues were homogenized in RIPA buffer with protease and phosphatase inhibitor cocktail. Proteins were separated using SDS-PAGE and transferred to PVDF membrane (Millipore) by iBlot 2 Western Blot Transfer System. Quantification of immunoblots was performed using ImageJ (NIH). Following antibodies were used: Vinculin (Abcam,#ab18508), Caspase1 (AdipGen Life Sciences, #AG-20B-0042); Caspase1(ThermoFisher, #PA5-38100; AdipGen Life Sciences, #AG-20b-0044); Caspase3 (Cell Signaling Technology, #9661); Caspase11 (Abcam, #ab180673); Syntaxin 4 (Synaptic Systems, #110042); Tubulin (Cell Signaling Technology, #2144); Hmgb1 (Abcam, #ab67281); UCP1 (Abcam, #ab10983); Nlrp1b (Novus Biologicals, #NBP1-54899); Cleaved Nlrp1b (AdipGen Life Sciences, #AG-20B-0084); PGAM1 (Cell Signaling Technology, # 12098); HSP70 (Abcam, #abab181606); AIM2 (Abcam, #ab93015); NLRP3 (AdipGen Life Sciences, #AG-20B-0006); GAPDH (Abcam, #ab8245); GM130 (Cell Signaling Technology, #12480); Caveolin (Cell Signaling Technology, # 3238); Myc (Cell Signaling Technology, # 2278); Flag (Sigma, #F1804); SNAP23 (Abcam, #ab3340); ATP5A (Abcam, #ab151229); TOM70 (Cell Signaling Technology, #65619); COXIV (Cell Signaling Technology, #4844); TOM20 (Cell Signaling Technology, #42406); OXPHOS (Abcam, #ab110413); Perilipin 1 (Cell Signaling Technology, #3470), F4/80 (Cell Signaling Technology, #70076).

### ADP/ATP ratio

Twelve days old of differentiated adipocyte cells were grown in white wall transparent 96-well plates and the ADP/ATP were tested by following the instruction of the ADP/ATP Ratio assay kit (Sigma).

### Stable isotope labeling by amino acids in cell culture (SILAC)

Eight days differentiated adipocyte cells were grown in DMEM medium for SILAC (# 88364, ThermoFisher scientific) supplemented with 10% dialyzed FBS (# 26400044) and amino acid with isotope-labeled ^13^C_6_^15^N_2_-L-Lysine.2HCL (# 88209) / ^13^C_6_^15^N_4_-L-arginine.HCL (# 89990) for 48 h, then washed three times with PBS then cultured with regular DMEM medium supplemented with 10% FBS. The fold change of the log2 ratio between UCP1 protein labeled with heavy-amino acids and UCP1 protein labeled with light-amino acids was determined at day 12 in comparison to day 11.

### Widely targeted small metabolites

Twelve days differentiated adipocyte cells grown in 60 mm dish were rinsed with 0.5 ml of ice-cold ammonium acetate solution twice then added 0.6 ml ice-cold methanol. Adipocytes were then scraped and centrifuged, and the supernatant was collected and dried using a speedvac and stored at −80 °C until further use. The samples were analyzed on an ABsciex 6500+ coupled with a Waters UPLC. Small metabolites separation was performed on the Ace PFP column and iHILIC-p column (HILICON, 160–152-0520). A pooled quality control (QC) sample was added to the sample list for the small metabolites. The QCs samples were injected six times for coefficient of variation (CV) calculation for data quality control. Metabolites with CVs lower than 30% were used for the quantification. The data was analyzed with MetaboAnalyst 5.0 web server and accepted metabolites were entered manually using HMDB number.

### Single-nuclei RNA-sequencing (snRNA-seq)

In preparation for snRNA-seq, harvested mouse interscapular brown adipose tissues from 4 male mice were minced in nuclear preparation buffer (10 mM HEPES, 1.5 mM MgCl2, 10 mM KCl, 250 mM Sucrose, 0.1% NP-40, 0.6 U/μl Rnase inhibitor), then homogenized with 5 strokes in a Dounce homogenizer, this step was optimized to specifically enrich for brown adipocyte nuclei. The homogenate was passed through a 100 μM filter and centrifuged at 750 x g for 5 min. The pellet was resuspended in 2% BSA/PBS, filtered again and sorted using a MoFloXDP Cell Sorter using the gating strategy previously described^29^. After sorting nuclei were concentrated and loaded on a Chromium Controller (10x Genomics, Pleasanton, CA). Nuclei lysis, RNA extraction, and cDNA synthesis were performed using the Single Cell 3’ v3.1 Dual Index Gene Expression Reagent kit (10x Genomics) following the manufacturer’s instructions. The quality and size of the cDNA library were determined by TapeStation. Sequencing of the library was performed using Illumina NovaSeq at 20,000 read pairs per cell.

### Bioinformatics (single-nuclei RNA sequencing)

FASTQ files were aligned against the mouse mm10 reference and converted to gene expression on the basis of Unique Molecular Identifier (UMI) using Cell Ranger Software (version 6.1.2) with “--force-cells 10000”. Obtained single-cell data were normalized with sctransform, integrated for batch effect correction, and mapped to two-dimensional uniform manifold approximation and projection (UMAP) space using Seurat (version 4.1.0). Cellular populations were delineated by FindClusters function in Seurat with “resolution = 0.3”. To remove multiples and low-quality droplets, barcodes that did not have a number of detected UMIs between 200 and 2000 and a number of detected genes between 100 and 3,000 were filtered out. Violin plots were generated using Loupe Browser (version 6.4.1).

### Immunochemistry and H&E staining of adipose tissue

Perilipin staining was performed as previously described in ref. ^55^. Briefly, adipose tissue was fixed for 24–36 h at room temperature in zinc-formalin fixative and embedded in paraffin. Paraffin-embedded adipose tissue was sectioned, deparaffinized, and heated in antigen unmasking solution for antigen retrieval, and then cooled, washed, and blocked with 10% goat serum in Tris-buffered saline with Tween (10 mM Tris-HCl, pH 7.5, 150 mM NaCl, 0.05% Tween-20). The sections were incubated overnight with perilipin 1 (3470, Cell Signaling Technology) or UCP1 (ab10983, Abcam) primary antibodies followed by fluorescence-conjugated secondary antibodies. The sections were counterstained in ProLong Gold Antifade Reagent (Invitrogen, ThermoFisher Scientific) with DAPI and visualized by confocal fluorescence microscopy. Zinc-fixed, paraffin-embedded fragments of adipose tissues were sectioned (5 μm-thick) and subjected to standard H&E staining at the Albert Einstein College of Medicine Histology Core Facility or stained with cleaved Caspase1 (pa5-38099, Invitrogen) or F4/80 (70076, Cell Signaling Technology) followed by SPlink HRP detection kit with DAB chromogen (D03-18, OriGene).

### Cell death determination

Plasma membrane permeability was determined by incubating adipocytes with 250 ng/ml PI and 5 μg/ml Hoechst 33342 for 10 min and then analyzing them under a microscope. Lysed (dead) cells, which released lactate dehydrogenase (LDH) were analyzed by CytoTox 96 Non-Radioactive Cytotoxic assay (Promega). Before analysis, adipocyte cells were cultured with DMEM medium without phenol red, supplemented with 5% FBS for 6 h, then 50 μl medium for assay by following the instruction from the kit. Dead cells were excluded by HMGB1 staining, thus d16 adipocytes were stained with Hmgb1 antibody and counterstained with DAPI.

### IL-18 ELISA

Ten- or sixteen-days old adipocyte cells were cultured with DMEM medium without phenol red, supplemented with 10% FBS for overnight, then 50 μl medium for IL-18 ELISA by following the instruction from the kit (Mouse IL-18 ELISA Kit). For plasma IL-18 ELISA, we used 50 µl plasma from each mouse.

### Plasma IL-1β ELISA

50 µl plasma from WT and TG mice were collected and subjected for IL-1β ELISA by following the instruction from the kit (Mouse IL-1βeta/il-1f2 Quantikine ELISA Kit).

### Caspase1 activity

Differentiated adipocyte cells were grown in white wall transparent 96-well plates and Caspase1 activity was tested by following the instruction of the Caspase-Glo® 1 Inflammasome Assay (Promega).

### Transmission Electron Microscopy (TEM)

BAT from 3-month-old WT and Ucp1-STX4KO mice was subjected to TEM as previously described. Briefly, the tissue was fixed in 2.5% glutaraldehyde in 100 mM sodium cacodylate, pH 7.4, and postfixed in 1% osmium tetroxide in sodium cacodylate followed by 1% uranyl acetate. After ethanol dehydration and embedment in LX112 resin (LADD Research Industries), ultrathin sections were stained with uranyl acetate followed by lead citrate. Sections were examined on JEOL 1400Plus Transmission Electron Microscope in backscatter mode using an accelerating voltage of 120 kV. The number of mitochondria and the density of cristae was counted manually.

### Quantification and statistical analyses

Prism (8.1) GraphPad Software was used for data processing, analyses, and graph productions in the experiments. To analyze the differences of body temperature at different time points among two to four groups of the mice, the tabs of Grouped Analyses/two-tailed Student’ t test/ANOVA (or mixed model)/multiple comparisons were selected. The subtab ‘Compare each cell mean with the other cell mean in that row’ was chosen to show the ‘Sidak’s multiple comparison test,’ which summarized the statistical test results. The number of independent experimental replications and the average with standard deviation are provided in the figure legends. Unpaired two-tailed *p*-value *t*-tests were used for the statistical tests between the two groups. The statistical analyses were made at significance levels as follows: ns, not statistically significant; *p < 0.05; **p < 0.01; ***p < 0.001, and ****p < 0.0001.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The data supporting the findings of this study are all available in the manuscript and its Supplementary information. The snRNA sequencing data for Fig. 1 and bulk RNA sequencing data for Fig. 3 and Supplementary Fig. 3 are available at GSE248816; The snRNA sequencing data for Supplementary Fig. 4 are available at GSE229999.

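The data analysed here also hold a matrix of iBAT nuclei whose labels give mice of 2, 12 and 24 months, the ages of Fig. 1, with 1 library per age. The statement above assigns the data of Fig. 1 to another record, so the values of this matrix are not set beside the statements on Fig. 1. It holds 30000 barcodes and 54656055 raw UMIs, with 14486189, 19278264 and 20891602 UMIs in its 3 libraries. The number at the end of a barcode parts the libraries without naming the age, so values are over all ages together. The lower limits left 27842 nuclei with a median of 1617 UMIs, and the full stated range left 18756 (62.5%). With the lower limits and the same clustering steps, 13 clusters formed. Endothelial-like clusters, 5 in number, held 16593 nuclei (59.6%), and 3 pericyte or smooth muscle-like clusters held 4112 (14.8%). Only 1 cluster, with 2748 nuclei (9.87%, 9.52 to 10.2%), was adipocyte-like, with Ucp1 at 997 CPM (974 to 1020), so at resolution 0.3 the rule, which compares with the largest adipocyte-like cluster, could name no Ucp1-low cluster. At resolution 0.8, 79 of 2755 adipocyte-like nuclei (2.87%) were in a Ucp1-low cluster, and without integration and sctransform 304 of 2963 (10.3%).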

# Supplementary material for: Involution of brown adipose tissue through a Syntaxin 4 dependent pyroptosis pathway
**Source:** Nat Commun. 2024 Apr 2;15:2856. doi: 10.1038/s41467-024-46944-y
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplemental figures and figure legends

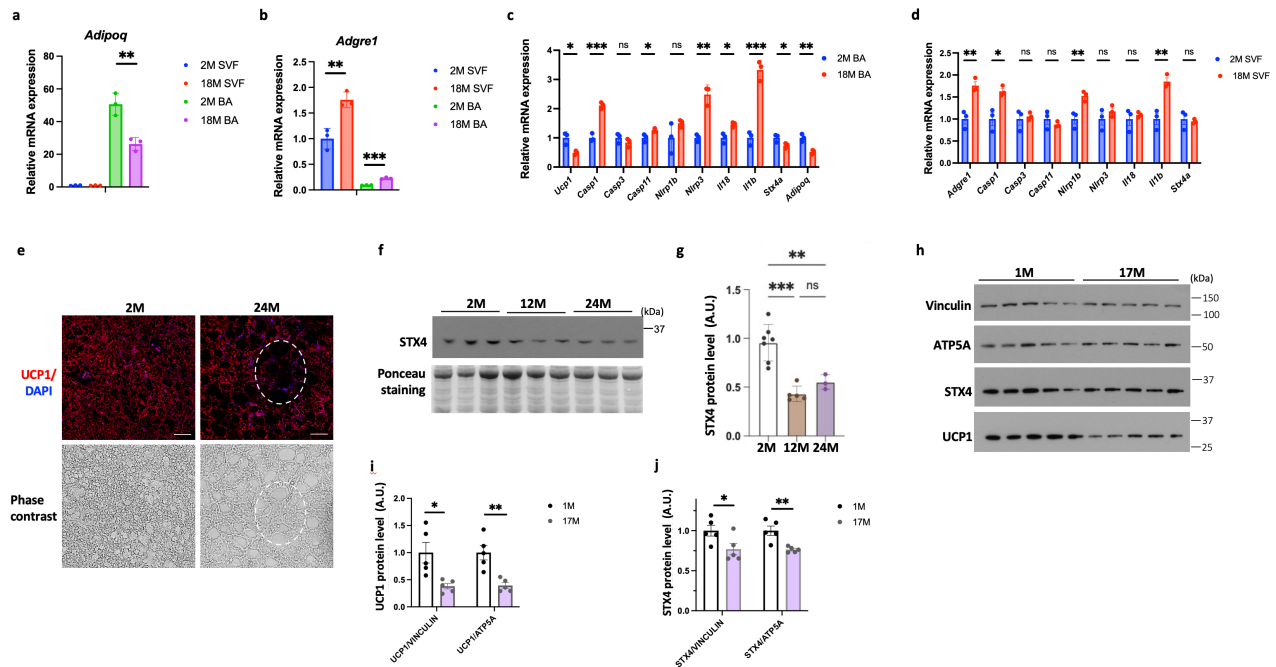

**Supplemental Figure 1. Increased Caspase 1/11-mediated pyroptosis in both brown adipocytes and stromal vascular fraction of aging mice.** **a** *Adipoq* mRNA and **b** *Adgre1* mRNA level of stromal vascular fraction (SVF) and brown adipocytes (BA) from 2- and 18-month-old wildtype male mice.  $n = 3$  mice. **c** Purified brown adipocytes from WT male mice at 2 months and 18 months of age were extracted and subjected to qRT-PCR to determine the indicated mRNA levels.  $n = 3$  mice. **d** Purified stromal vascular fraction from WT male mice at 2 months and 18 months of age were extracted and subjected to RT-qPCR to determine the indicated mRNA levels.  $n = 3$  mice. **e** UCP1 immunofluorescence (red) and DAPI (blue) staining of nuclei in brown adipose tissue of WT male mice at 2 months and 24 months of age. Circles indicate perilipin-depleted cells. Scale bars: 100µm. **f** Immunoblots of STX4 protein of brown adipose tissue from 2-, 12-, and 24-months-old male mice. Ponceau's staining as loading control. **g** Quantitation of STX4 expression in brown adipose tissue at 2-, 12-, and 24-months-old male mice.  $n = 7$  (2M),  $n = 5$  (12M),  $n = 3$  (24M) mice. **h** Immunoblot of STX4, UCP1, ATP5A and Vinculin in brown adipose tissue of WT female mice at 1 and 17 months of age. **i** Quantitation of UCP1 expression in brown adipose tissue at 1- and 17-month-old female mice.  $n = 5$  mice. **j** Quantitation of STX4 expression in brown adipose tissue at 1- and 17-month-old female mice.  $n = 5$  mice. All data represent the mean  $\pm$  SEM. \* $P < 0.05$ , \*\* $P < 0.01$  and \*\*\* $P < 0.001$ , by two-tailed Student's  $t$  test (a, b, c, d, i, j) or one-way ANOVA (g).

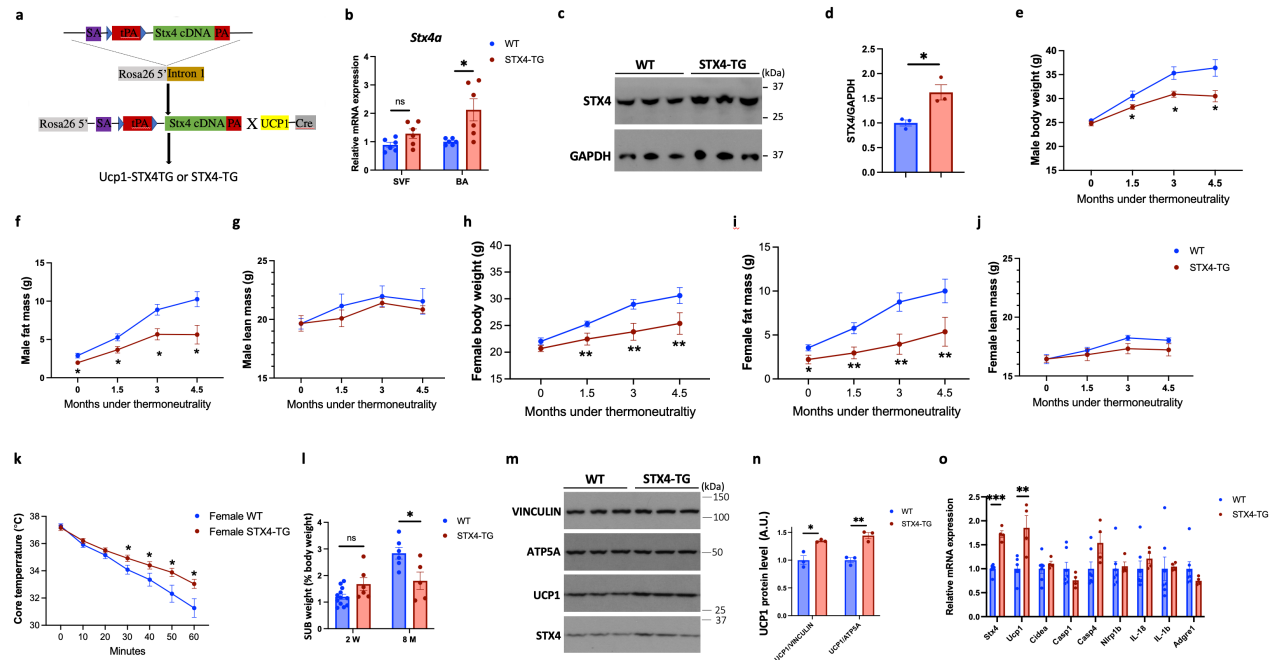

**Supplemental Figure 2. Overexpression of STX4 in brown adipocytes preserve the function of brown adipose tissue under thermoneutrality and aging.** **a** Schematic diagram of generating brown adipocyte specific *Stx4a* transgenic mice. **b** *Stx4a* mRNA in purified brown adipocytes (BA) and stromal vascular fraction (SVF) from BAT of 2-month-old WT and STX4-TG male mice.  $n = 6$  mice. **c** Immunoblot of STX4 from BAT of 2-month-old WT and STX4-TG male mice. **d** Quantitation of STX4 protein levels in BAT of WT and STX4-TG male mice.  $n = 3$  mice. **e** Body weight of WT and STX4-TG male mice maintained at thermoneutrality for up to 4.5 months.  $n = 5$  mice. **f** Fat mass determined by Eco-MRI in male mice maintained at thermoneutrality for various time.  $n = 5$  mice. **g** Lean mass determined by Eco-MRI in male mice maintained at thermoneutrality.  $n = 5$  mice. **h** Body weight of WT and STX4-TG female mice under thermoneutrality.  $n = 6$  (WT),  $n = 5$  (STX4-TG) mice. **i** Fat mass determined by Eco-MRI in female mice maintained at thermoneutrality.  $n = 6$  (WT),  $n = 5$  (STX4-TG) mice. **j** Lean mass determined by Eco-MRI in female mice maintained at thermoneutrality.  $n = 6$  (WT),  $n = 5$  (STX4-TG) mice. **k** Core body temperature of female STX4-TG and WT mice subjected to acute cold exposures (room temperature to 0°C) for 60 minutes.  $n = 6$  (WT),  $n = 5$  (STX4-TG) mice. **l** Subcutaneous adipose tissue mass normalized to body weight in WT and STX4-TG female mice maintained at thermoneutrality for 2 weeks and 8 months.  $n = 12$  (WT),  $n = 6$  (STX4-TG) mice. **m** Immunoblot of STX4, UCP1, ATP5A and Vinculin in brown adipose tissue from WT and STX4-TG female mice at 17 months of age. **n** Quantitation of UCP1 expression in brown adipose tissue of WT and STX4-TG female mice at 17 months of age.  $n = 3$  mice. **o** Brown adipose tissue from WT and STX4-TG female mice at 17 months of age were extracted and subjected to RT-qPCR to determine the indicated mRNA levels.  $n = 7$  (WT),  $n = 4$  (STX4-TG) mice. All data represent the mean  $\pm$  SEM. \* $P < 0.05$ , \*\* $P < 0.01$  and \*\*\* $P < 0.001$ , by two-tailed Student's  $t$  test.

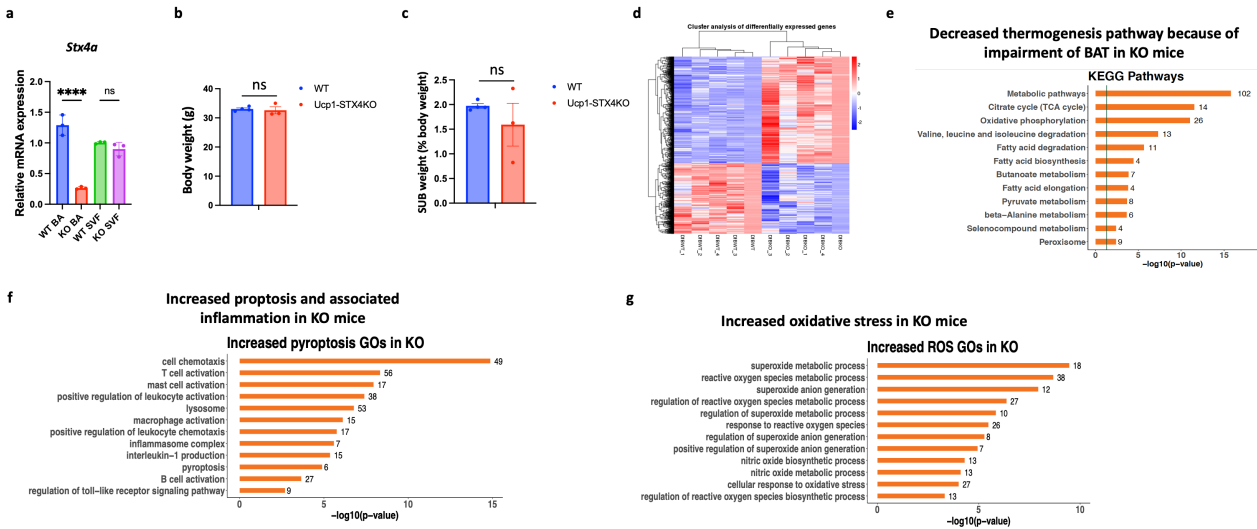

**Supplemental Figure 3. Changed pathways in BAT of Ucp1-STX4KO (KO) mice compared to WT littermates by RNA sequencing.** **a** mRNA level of *Stx4a* in purified brown adipocytes (BA) and stromal vascular fraction (SVF) from 2-month-old male WT and Ucp1-STX4KO mice.  $n = 3$  biologically independent samples. **b** Body weight of WT and Ucp1-Stx4KO male mice at 5 months of age.  $n = 4$  mice. **c** Subcutaneous fat mass normalized to body weight in WT and Ucp1-Stx4KO male mice at 5 months of age.  $n = 4$  (WT),  $n = 3$  (Ucp1-STX4KO) mice. **d** Heatmap of RNAseq data from BAT of 2-month-old male WT and Ucp1-STX4KO mice.  $n = 4$  mice. **e** Decreased KEGG pathways in BAT of Ucp1-STX4KO mice compared to WT littermates.  $n = 4$  mice. **f** Increased pyroptosis and inflammation pathways in BAT of Ucp1-STX4KO mice compared to WT littermates.  $n = 4$  mice. **g** Increased oxidative stress pathways in BAT of Ucp1-STX4KO mice compared to WT littermates.  $n = 4$  mice. All data represent the mean  $\pm$  SEM.  $*P < 0.05$ ,  $**P < 0.01$  and  $***P < 0.001$ , by two-tailed Student's  $t$  test.

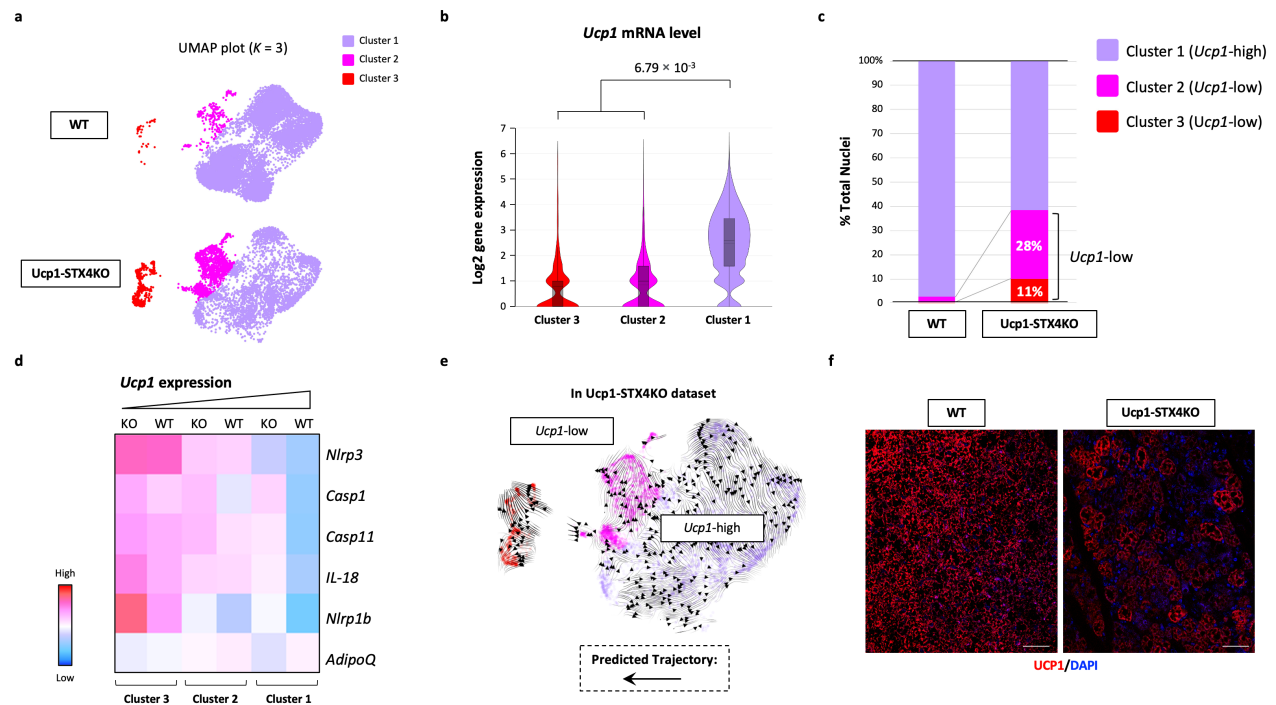

**Supplemental Figure 4 Genetic ablation of STX4 in iBAT results in the presence of pyroptotic Ucp1-low brown adipocytes.** **a** Uniform manifold approximation and projection (UMAP) projection of all 15,712 sequenced brown adipocyte nuclei split by genotype from 3-month-old iBAT from control (WT) and Ucp1-STX4KO (KO) male mice. **b** *Ucp1* mRNA level in different clusters. **c** The relative percentage of the adipocyte cells obtained in Panel A. **d** Heat map showing the expression of pyroptotic gene markers in the *Ucp1*-low and *Ucp1*-high expressing brown adipocytes. **e** Lineage relationships between cellular subtypes predicted by the RNA velocity algorithm. Arrows represent inferred cell interconversions. **f** Representative immunofluorescence image of iBAT from control (WT) and Ucp1-STX4KO male mice at 2 months of age. Scale bars: 100µM.

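Panel a shows 3 clusters. When the 15128 adipocyte-like nuclei were divided into 3 clusters by k-means on the 30 principal components, the clusters held 7964, 6788 and 376 nuclei. Ucp1 was at 986 CPM (977 to 995) in the largest, 1020 CPM (1011 to 1030) in the next and 138 CPM (125 to 152) in the smallest. The smallest cluster was Ucp1-low by the rule used for the graph clusters and made up 2.49% of the adipocyte-like nuclei of both genotypes, with 268 of its nuclei from 1 library (5.51% of its adipocyte-like nuclei) and 108 from the other (1.05%). The 5 pyroptotic genes together had 7.64 CPM (6.88 to 8.46), 4.31 CPM (3.74 to 4.95) and 21.4 CPM (16.4 to 27.3) in the 3 clusters in the same order. These levels are pooled over libraries that differ in them. In the library with 268 nuclei they were 22.0 CPM (19.5 to 24.6), 14.8 CPM (12.7 to 17.2) and 23.7 CPM (17.7 to 31.1), so no difference was detectable there between the smallest and the largest cluster, and in the other library 2.11 CPM (1.66 to 2.65), 0.820 CPM (0.549 to 1.18) and 14.5 CPM (7.25 to 26.0, from 11 UMIs). Over both libraries Adipoq had 182, 161 and 298 CPM.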

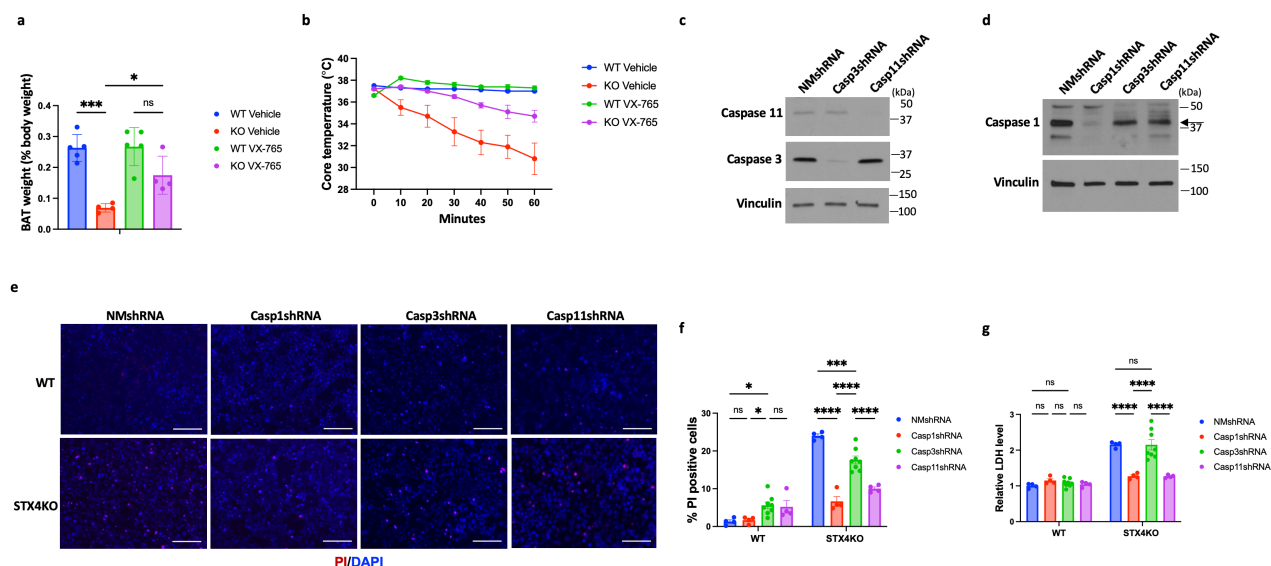

**Supplemental Figure 5. CASP1/11 inhibition prevented the involution of brown fat mass in Ucp1-STX4KO mice.** WT and Ucp1-STX4KO male mice at 1.5-month-old were injected with vehicle or VX-765 (50mg per kg of their body weight, three times a week) for 2 months. **a** Brown fat mass normalized to body weight of WT and Ucp1-STX4KO male mice treated with vehicle or VX-765.  $n = 5$  (WT Vehicle and WT VX-765),  $n = 4$  (KO Vehicle and KO VX-765) mice. **b** Core body temperature of WT and Ucp1-STX4KO male mice subjected to acute cold exposures (room temperature to 4°C) for 60 minutes.  $n = 4$  mice. **c, d** Immunoblot for Caspase 11, Caspase 3, Caspase 1, and Vinculin in STX4fl/fl cells that have been transfected with NMshRNA, Casp1shRNA, Casp3shRNA or Casp11shRNA lentivirus. **e** The representative image of PI/Hoechst staining of STX4KO adipocytes being transfected with NMshRNA, Casp1shRNA, Casp3shRNA or Casp11shRNA lentivirus, at day 12 of differentiation. **f** Quantitation of the percentage of PI positive cells in panel E. About 500 cells from each group are counted. **g** The released LDH level from medium of STX4KO adipocytes being transfected with NMshRNA, Casp1shRNA, Casp3shRNA or Casp11shRNA lentivirus at day 12 of differentiation.  $n = 3$  biologically independent samples. All data represent the mean  $\pm$  SEM. \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$  and \*\*\*\* $P < 0.001$ , by one-way ANOVA (a) or two-way ANOVA (b, f, g).

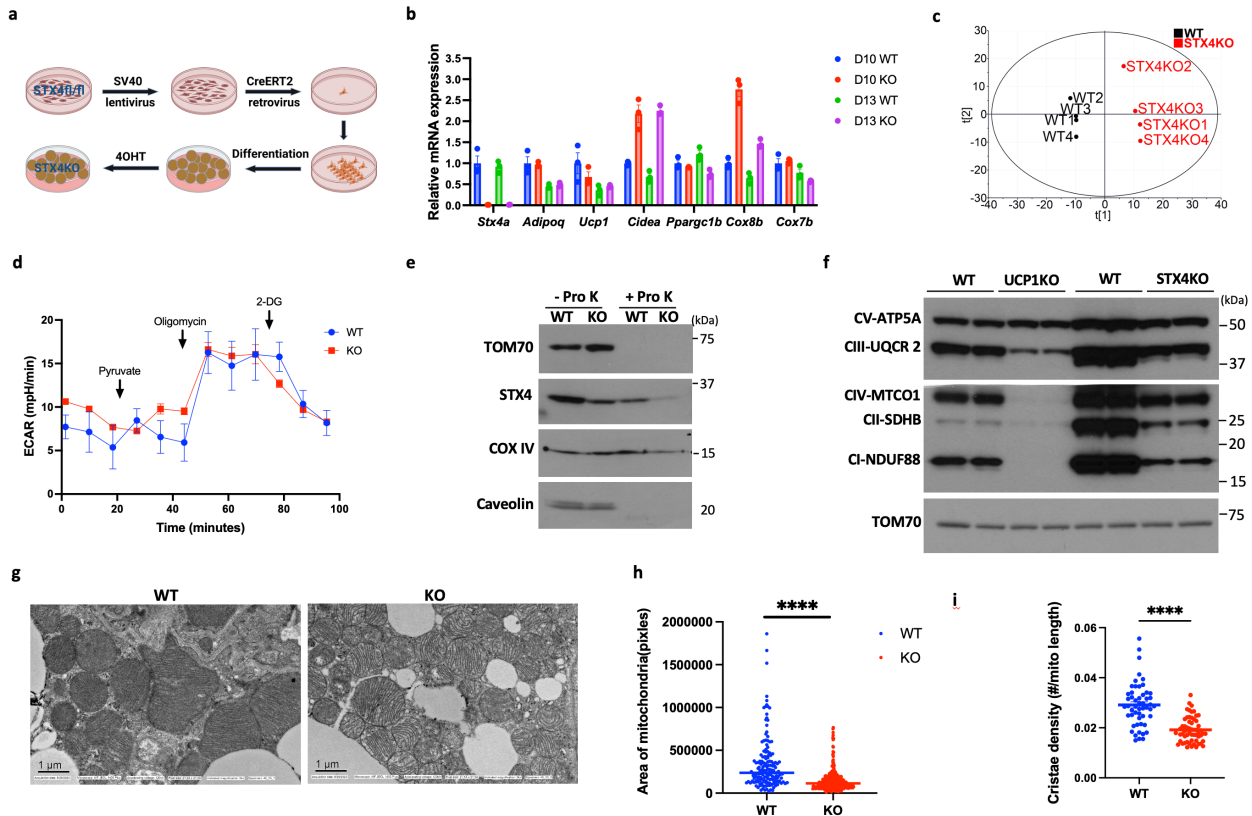

## Supplemental Figure 6. STX4 can localize to the inner mitochondria membrane and regulates UCP1 protein stability.

**a** Schematic diagram of making immortal STX4KO brown adipocyte cell line. **b** Immortalized brown adipocytes from WT and STX4KO male mice were differentiated for 10 and 13 days, then RNA was extracted and subjected to qRT-PCR to determine the indicated mRNA levels.  $n = 3$  biologically independent samples. **c** PLS-DA score of metabolites from brown adipocytes of WT and STX4KO male mice at day 12.  $n = 4$ . **d** Extracellular acidification rate (ECAR) determined by Seahorse XF Flux Analyzer from WT and STX4KO brown adipocytes using pyruvate as substrate.  $n = 4$  (WT),  $n = 5$  (STX4KO) biologically independent samples. **e** Isolated mitochondria from immortalized WT and STX4KO brown adipocytes differentiated for 12 days were treated with and without proteinase K 20mg/ml for 10 min and immunoblotted for the indicated proteins. **f** BAT mitochondria were isolated from 6-week-old WT, UCP1KO and Ucp1-STX4KO mice. The two sets of WT samples were the littermate controls for each genotype. The isolated mitochondria were then immunoblotted for several oxidative phosphorylation protein subunits and TOM70 as loading control as indicated. **g** Representative TEM of brown adipose tissue from WT and Ucp1-Stx4KO male mice at 3 months of age. **h** Quantification of mitochondria area of brown adipose tissue from WT and Ucp1-Stx4KO male mice at 3 months of age. ( $n = 160$  (WT),  $n = 320$  (Ucp1-Stx4KO) mitochondria). **i** Quantitative of cristae density as the number of cristae normalized to the length of mitochondria (pixels) of brown adipose tissue from male WT and Ucp1-Stx4KO mice at 3 months of age. All data represent the mean  $\pm$  SEM. \*\*\*\* $P < 0.0001$  by two-tailed student's  $t$  test.

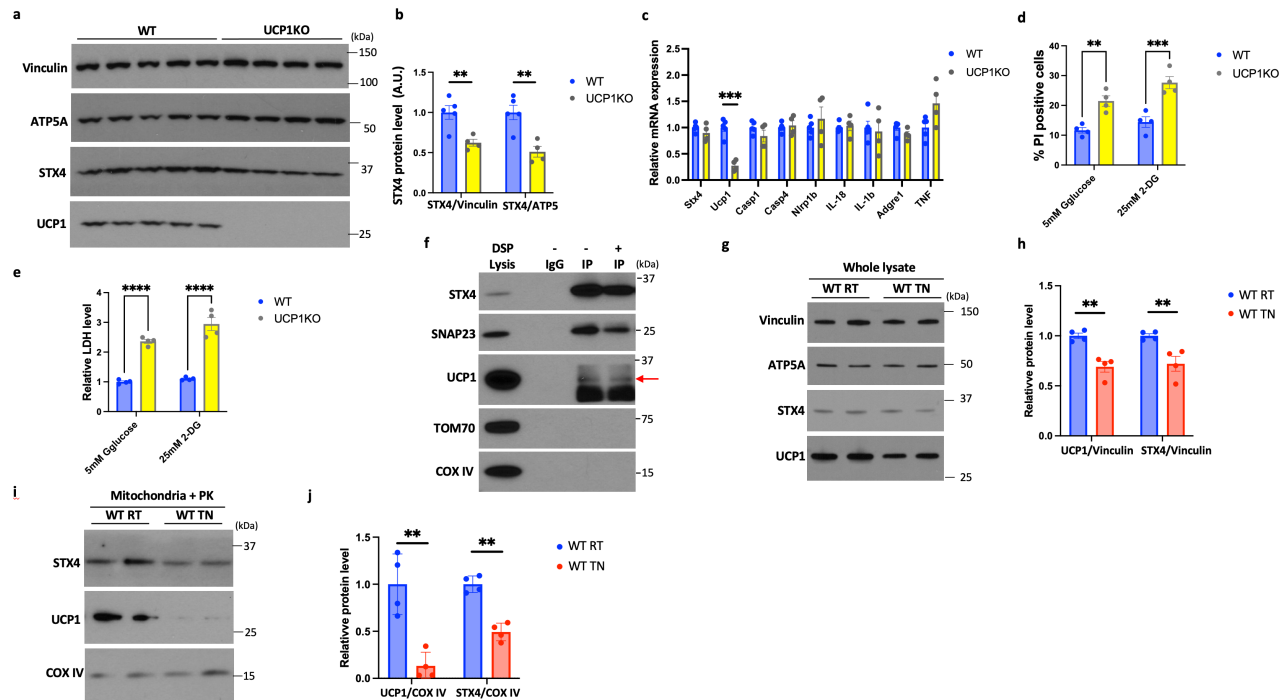

**Supplemental Figure 7. Thermoneutrality reduces both UCP1 and STX4 protein levels.** **a** Immunoblot of STX4, UCP1, ATP5A and Vinculin in brown adipose tissue from WT and UCP1KO male mice at 2 months of age. **b** Quantitation of STX4 protein levels in brown adipose tissue of WT and UCP1KO mice at 2 months of age. n = 5 (WT), n = 4 (UCP1KO) mice. **c** Brown adipose tissue from WT and UCP1KO male mice were extracted and subjected to RT-qPCR to determine the indicated mRNA levels. n = 5 (WT), n = 4 (UCP1KO) mice. **d** Quantification for the percentage of PI positive cells from WT and UCP1KO primary brown adipocytes, following a 16hr fasting at 5mM glucose then 6hr culture with 25mM 2-DG or 5mM glucose, at day 8 of differentiation. About 500 cells from each group are counted. **e** WT and UCP1KO primary brown adipocytes were differentiated for 8 days and the amount of LDH activity in the medium following a 16hr fasting at 5mM glucose then 6hr culture with 25mM 2-DG or 5mM glucose was determined. n = 4 biologically independent samples. **f** The mitochondria from wild type male BAT were crosslinked with DSP or without, then lysed and immunoprecipitated with STX4 antibody, and then blotted with STX4, SNAP23, UCP1, TOM70 and COX IV antibody. **g** Immunoblot of STX4, UCP1, ATP5A and Vinculin brown adipose tissue from 4-month-old wildtype male mice housing under room temperature (WT-RT) or thermoneutrality (29°C, WT-TN) for 1 month. **h** Quantitation of UCP1 and STX4 protein in brown adipose tissue. n = 4 mice. **i** Immunoblot of STX4, UCP1 and COX IV in isolated mitochondria from wildtype brown adipose tissue maintained at either room temperature (WT-RT) or thermoneutrality (WT-TN) for 1 month. The mitochondria were treated with 20μg/μl proteinase K for 20 min. **j** Quantitation of UCP1 and STX4 protein levels in the mitochondria WT brown adipose tissue. n = 4 mice. All data represent the mean ± SEM. \* $P < 0.05$ , \*\* $P < 0.01$  and \*\*\* $P < 0.001$ , by two-tailed student's *t* test (b, c, e, h, j) or two-way ANOVA (d).

# Supplementary material for: Involution of brown adipose tissue through a Syntaxin 4 dependent pyroptosis pathway
**Source:** Nat Commun. 2024 Apr 2;15:2856. doi: 10.1038/s41467-024-46944-y
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- n/a
- Confirmed
- ☐

☒

The exact sample size (*n*) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐

☒

A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐

☒

The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐

☒

A description of all covariates tested
- ☐

☒

A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐

☒

A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐

☒

For null hypothesis testing, the test statistic (e.g. *F*, *t*, *r*) with confidence intervals, effect sizes, degrees of freedom and *P* value noted  
*Give P values as exact values whenever suitable.*
- ☒

☐

For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒

☐

For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒

☐

Estimates of effect sizes (e.g. Cohen's *d*, Pearson's *r*), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | <div>The following tools were used for data collection:<br/>-TH-8 Thermometer (Physitemp Instruments)<br/>-JEOL 1400Plus Transmission Electron Microscope (JEOL Ltd.)<br/>-XF24 extracellular flux analyzer (Seahorse Biosciences)<br/>-Spectrophotometer (Nanodrop 2000c, Thermo Fisher)<br/>-QuantStudioTM 6 Flex Real-Time PCR System (Thermo Fisher Scientific)<br/>-iBlot 2 W estern Blot Transfer system (Leica, NY)<br/>-QTRAP 6500 LC-MS/MS System (Sciex)<br/>-Leica SP8 Laser Confocal Microscope (Leica)<br/>-Glucose Meter (Infinity, US Diagnostics)<br/>-Microplate reader (Infinite-M200)<br/>-MoFloXDP Cell Sorter (Beckman Coulter, Inc.)</div>                                                                           |
| Data analysis   | <div>The following software were used for data analysis:<br/>-Image J software (version 2.0.0) was used for quantitative analysis.<br/>-Cell Ranger Software (6.1.2) and Loupe Browser (6.4.1) were used for analysis of single nuclei data.<br/>-Graph Pad Prism (version 8.1) were used for statistical analysis.<br/>-R (version 4.0.4), R packages DESeq2 and clusterProfiler (version 4.8.2) were used for gene set enrichment analysis.<br/>All the replicate experiments (including cell and mouse-based experiments) were biological replicates, which were repeated at least three times. Data are presented as means ± SEM and individual data points are plotted. The differences between two groups were evaluated using</div> |

unpaired two-tailed Student's t tests, and multiple group comparisons were conducted by one -way or two-way ANOVA followed by Tukey's multiple comparisons test. The statistical analyses were made at significance levels as follows: ns, not statistically significant; \*p <0.05; \*\*p <0.01; \*\*\*p <0.001, and \*\*\*\*p <0.0001. Statistical analyses were performed in EXcel or GraphPad PRISM 8.1. The images were created by Adobe Illustrator 2021 software.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The authors declare that the data supporting the findings of this study are available within the manuscript, its supplementary information and the Source Data file. All data are publicly accessible. The Source data file has been provided.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Reporting on race, ethnicity, or other socially relevant groupings

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Data exclusions

Replication

Randomization

Blinding

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

### Antibodies used

Vinculin (Abcam, #ab18508), Caspase 1 (AdipGen Life Sciences, #AG-20B-0042); Caspase 1 (ThermoFisher, #PA5-38100; AdipGen Life Sciences, #ag-20b-0044); Caspase 3 (Cell Signaling, #9661); Caspase 11 (Abcam, #ab180673); Syntaxin 4 (Synaptic Systems, #110042); Tubulin (Cell signaling, #2144); Hmgb1 (Abcam, #ab67281); UCP1 (Abcam, #ab10983); Nlrp1b (Novus Biologicals, #NBP1-54899); Cleaved Nlrp1b (AdipGen Life Sciences, #AG-20B-0084); PGAM1 (Cell signaling, #12098); HSP70 (Abcam, #abab181606); AIM2 (Abcam, #ab93015); NLRP3 (AdipGen Life Sciences, #AG-20B-0006); GAPDH (Abcam, #ab8245); GM130 (Cell signaling, #12480); Caveolin (Cell signaling, #3238); Myc (Cell signaling, #2278); Flag (Sigma, #F1804); SNAP23 (Abcam, #ab33340); ATP5A (Abcam, #ab151229); TOM70 (Cell signaling, #65619); COXIV (Cell signaling, #4844); TOM20 (Cell signaling, #42406); OXPHOS (Abcam, #ab110413); Perilipin 1 (Cell signaling, #3470), F4/80 (Cell signaling, #70076)

### Validation

The antibodies including Vinculin, Caspase 1, Caspase 3, Caspase 11, Syntaxin 4, Tubulin, UCP1, Nlrp1b, Cleaved Nlrp1b, PGAM1, AIM2, NLRP3, GAPDH, GM130, Caveolin, Myc, Flag, SNAP23, ATP5A, TOM70, COXIV, TOM20 and OXPHOS were validated for the western blotting of mouse samples on the websites of the associated companies (<https://www.thermofisher.com/>, <https://www.cellsignal.com/>, <https://www.abcam.com/>, <https://www.sysy.com>, <https://adipogen.com>, <https://www.novusbio.com>, ). Ucp1 and F4/80 antibodies were validated for the immunohistochemical staining of mouse samples on the websites of the companies (<https://www.cellsignal.com/>, <https://www.abcam.com/>). The antibodies including Ucp1, Perilipin 1 and Hmgb1 were validated for the immunofluorescence staining of mouse samples on the websites of the associated companies (<https://www.thermofisher.com/>, <https://www.cellsignal.com/>, <https://www.abcam.com/>).

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

### Cell line source(s)

Stx4fl/fl cell line, we developed from brown adipose tissue of 4-day-old mouse Stx4fl/fl pups.

### Authentication

The cells were then immortalized with SV40 lentivirus and transfected with tamoxifen inducible Cre retrovirus. Single clones were selected and assessed for their ability to differentiate. Only clones with good differentiation were retained for further experiments.

### Mycoplasma contamination

negative for mycoplasma contamination.

### Commonly misidentified lines (See [ICLAC](#) register)

No misidentified lines were used in the study.

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

### Laboratory animals

The C57BL/6J mice used in this study were obtained from the Jackson Laboratory (000664, JAX). The Stx4fl/fl mice were generously provided by Dr. Adachi Roberto, while the Ucp1-Cre mice were obtained from the Jackson Laboratory (024670, JAX). The Ucp1-cre/ERT2 mice were gifted by Dr. Christian Wolfrum.  
Rosa26-Stx4a KI mice: we developed this mice by inserting a cassette consisting of Ad-SA (a splicing acceptor)-loxP-tPA (triple polyA signal)-loxP-mouse Stx4a CDS-PolyA signal in sequence, we used the CRISPR/HDR strategy to target intron 1 of the Rosa26 locus. Microinjections to obtain zygotes and live mouse pups were performed by Albert Einstein Gene Modification Facility and Transgenic Mouse Facility.

### Wild animals

The age of animals is from 2 month to 24 months and described in the manuscript.  
The study did not involve any wild animal.

### Reporting on sex

The experiments in the study were done in both sexes. Relevant information is described detailedly in the manuscript.

### Field-collected samples

No field-collected samples were used in the study.

Ethics oversight

All animal studies were conducted in accordance with the guidelines of the Institutional Animal Care and Use Committee at Albert Einstein College of Medicine (our approved protocol number: 00001103).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

Seed stocks

no plants were involved.

Novel plant genotypes

no plants were involved.

Authentication

no plants were involved.

How the deposited data were processed for this re-analysis (not part of the article)

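Single-nuclei RNA sequencing of mouse iBAT was analysed in 2 matrices. One holds 2 libraries, from 3-month-old WT and Ucp1-STX4KO mice, and the other holds 3 libraries, from mice of 2, 12 and 24 months. The methods describe sorted nuclei from 4 male mice without saying how the mice were divided among the libraries, so there is 1 library per condition and no replicate. As deposited, the values are raw UMI counts per gene and nucleus. The authors made them with Cell Ranger 6.1.2 by aligning reads to mouse mm10 and collapsing them to UMIs. The methods state a forced number of 10000 cells. The libraries of the WT and Ucp1-STX4KO matrix hold 11201 and 9106 barcodes, so that number does not describe this matrix as deposited. The annotation release, and whether read depth was equalised when the libraries were combined, are not stated. A number at the end of each barcode parts the libraries, and no label or text ties it to a sample. Each matrix was therefore treated as 1 pooled sample, and no comparison between genotypes or ages was made. Libraries are named by that number, the barcode suffix, where values by library are given.

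The WT and Ucp1-STX4KO matrix holds 20307 barcodes (11201 with suffix 1 and 9106 with suffix 2) and the aging matrix 30000 (10000 per suffix), each over 32285 genes. Median UMIs per barcode were 5998 and 3284.5 in the first matrix and 891, 1635 and 1719.5 in the second. The methods state a filter of 200 to 2000 UMIs and 100 to 3000 genes. It was set as the filter to use if it left at least 80% of the nuclei that the paper states, and otherwise only its lower limits were to be used. It left 2763 nuclei of the first matrix and 18756 of the second, so the lower limits were used, which left 20307 and 27842 nuclei.

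Clustering followed the methods, with Seurat 5.3.0 in R 4.3.3 in place of the version they name. Counts of each library were normalized with sctransform 0.4.2 on 3000 variable genes, libraries were integrated by anchors, and clusters were found at resolution 0.3 on 30 principal components. The 21 study genes, those the study names for these data or measures in this tissue, were withheld from the features. For each marker, the fold in a cluster was its CPM over the lower quartile of its CPM across all clusters of the matrix, with 5 CPM added to both, and a marker was raised where the fold was at least 2. A cluster took the name of the list with the highest median fold if at least 3 of its markers were raised. Leading genes were the 10 with the highest CPM relative to the remaining nuclei among genes with at least 20 UMIs in the cluster. A cluster stayed unnamed where more of these were markers of another list than of its own, or where at least 3 were mitochondrial or haemoglobin genes. It also stayed unnamed where its nuclei were far shallower than the matrix and none of its markers led. The lists were adipocyte, macrophage, endothelial, fibroblast, progenitor, pericyte or smooth muscle, skeletal muscle, lymphocyte, and Schwann or nerve, with 5 to 8 genes each. At resolution 0.3, with integration and the lower limits, no cluster of either matrix was fibroblast-like or progenitor-like by these rules, while some alternatives gave fibroblast-like clusters, such as resolution 0.8 in the aging matrix (254 nuclei). The deposited files name no cell types, so a share that differs from the paper's can come from these rebuilt names.

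The filter rule, clustering settings, marker lists, Ucp1-low rule, rule for naming genes and most alternatives were chosen before the data were examined. The rule that gives a cluster its name was set after the clusters had been seen. Study genes, markers, sex-linked genes, and the 5 genes with the highest and the 5 with the lowest CPM ratio of the classes were named. The latter needed at least 200 UMIs over both classes and the same direction in every library with at least 50 nuclei of each class. Genes chosen otherwise are said to be so.

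UMIs were summed over the nuclei of a cluster or class with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Sums have exact Poisson intervals, shares exact Clopper-Pearson intervals, and CPM ratios exact conditional binomial intervals, all at 95%. Nuclei are not replicates, so no p-value was computed. For a count of 0, the level that 3 counts would give is reported as its limit for CPM. Gene positions are from a GRCm38 annotation matched by Ensembl identifier for 112 of 112 named genes.

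Doublets were scored with scrublet in scanpy 1.11.5. It called 321 of 9106 nuclei (3.53%) with suffix 2 and 0 of 11201 with suffix 1 in the first matrix, and 1, 2 and 5 nuclei in the libraries of the second. The caller has therefore not worked for suffix 1 or for the second matrix, and no doublets were removed for the values reported at the paper's statements. As alternatives, called doublets were left out of the first matrix, and the 8% of nuclei with the highest scores of each library were left out of both.

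The other alternatives were the full stated filter, study genes kept among the features, no integration, resolutions 0.1 and 0.8, a minimum of 500 UMIs, thinning to 500 UMIs, other limits for Ucp1-low, adipocyte nuclei with a macrophage-marker UMI left out, other totals for CPM, each library alone, and k-means with 3 clusters (scikit-learn 1.9.0) on adipocyte-like nuclei. K-means on all nuclei and leaving out the 8% of nuclei were added after the data were examined. The alternative without integration also replaced sctransform by log-normalized counts of the merged libraries, so it does not test integration alone.

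The calculation was tested on simulated data, in which 200 of 12036 genes were changed 4-fold up or to 0.25 between the classes. Of the changed genes, 99% had an interval on the right side of 1. The true ratio lay in the interval for 95.5% of genes, and 5.12% of unchanged genes had an interval that excluded 1. Of the 10 genes that the rule for naming genes picked, 10 were changed genes. The simulation draws counting error only and gives both libraries the same levels. It therefore does not test the error from pooling libraries that differ. Xist had at most 0.341 CPM and 4 Y-linked genes (Ddx3y, Uty, Kdm5d, Eif2s3y) together at least 351 CPM in each of the 5 libraries, as stated for male mice. RNA velocity, which needs spliced and unspliced counts, and the bulk RNA sequencing, which belongs to another record, were not analysed here.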

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

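The tests of macrophage RNA, of RNA from the Pdgfra and collagen cluster, of the libraries' shares as a part of the ratio, of the k-means clusters of all nuclei, of doublets in the skeletal muscle-like cluster and of adipocyte nuclei hidden in other clusters were chosen only after the result was seen.

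A signal outside what the paper reports for the WT and Ucp1-STX4KO libraries was a skeletal muscle-like cluster of 348 nuclei, in which all 8 skeletal muscle markers were raised and Ttn, Neb and Trdn led. Of these nuclei, 338 carried barcode suffix 2 and 10 carried suffix 1, so the cluster is nearly that of 1 library. Their median was 4475 UMIs. A doublet of a muscle and an adipocyte nucleus would bring the whole adipocyte nucleus. Within suffix 2, UMIs of Ucp1 and the 8 adipocyte markers per nucleus were at 19.6% (Ucp1) to 42.6% (Plin4) of those in Ucp1-high nuclei, with a median of 27.1% over the 9 genes, and the median depth was not higher (4475 against 4515 UMIs), which argues against such doublets as the whole cause. Muscle taken along with iBAT at dissection was not tested and stays open, and since the suffix names no genotype, no biological explanation was tested.

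In the same matrix, 51.6% of the UMIs of the 5 pyroptotic genes lay in the macrophage-like cluster, which the paper does not discuss, against 18.4% in adipocyte-like nuclei. The unnamed Pdgfra and collagen cluster held 13.5% and the unnamed cluster of immune genes 11.0%. Of the 1782 UMIs in the macrophage-like cluster, 1258 were of Nlrp1b and 200 of Casp4. Casp4 had 73 UMIs in Ucp1-low nuclei, 234 in Ucp1-high nuclei and 280 in the Pdgfra and collagen cluster. It was asked whether macrophage nuclei enter the Ucp1-low group when 3 clusters are made from all nuclei. By k-means, the cluster with the highest level of the 5 genes (527 CPM) took 90.4% of its nuclei from the macrophage-like cluster, 8.82% from the unnamed cluster of immune genes and 0 from adipocyte-like clusters, and by Ucp1 level (259 CPM) it was Ucp1-low. Such a division may place immune nuclei among Ucp1-low nuclei. Adipoq in that k-means cluster was at 38.4 CPM against 170.3 CPM in the largest, in the direction that the paper's text states for its adipocyte marker. The paper's legend gives 15712 brown adipocyte nuclei for its clusters of these libraries. This is nearer to the 15128 adipocyte-like nuclei here than to all 20307, so the paper's clusters may not come from all nuclei. Whether they hold immune nuclei was not tested.

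Macrophages do not account for the difference between the adipocyte-like classes. Without nuclei that held a macrophage-marker UMI, the ratio of the 5 genes was 4.98. The 8 macrophage markers allow 0.645% of macrophage RNA in Ucp1-low nuclei beyond that in Ucp1-high nuclei, which brings 16.5% of the excess (21.8% at the upper limit). Within the libraries these markers were not higher in Ucp1-low nuclei, with ratios of 0.801 (0.320 to 1.66) and 0.816 (0.707 to 0.937). RNA of the Pdgfra and collagen cluster brings 5.01% of the excess (6.40% at the upper limit). The libraries' shares are not the whole cause, since the lower of the ratios within a library was 1.59. They are a part of it, as the shares alone give 2.53, because suffix 2 held 77.2% of the UMIs of Ucp1-low nuclei and 25.3% of those of Ucp1-high nuclei. Each library holds a single genotype, so genotype cannot be the cause of a ratio above 1 within a library. It stays open, as untested, for the part that the shares bring and for the gap between the ratios of the libraries (11.1 and 1.59).

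In the aging matrix, 9.87% of nuclei were adipocyte-like, and the paper does not report this matrix under the record that holds it. Among the 9092 nuclei with at least 2000 UMIs, the share was 16.1% (15.3 to 16.8%), so it rose with depth but stayed far from a majority, which argues against shallow nuclei as the whole cause. The 8 adipocyte markers, from which the cluster was named, had 9079 CPM inside it and 2145 CPM outside. Of the 7632 nuclei outside it with at least 2000 UMIs, 450 (5.90%, 5.38 to 6.45%) reached the share of marker UMIs that 90% of such nuclei inside it reached. With these counted as adipocyte nuclei the share would be 21.0%, which argues against nuclei with the marker level of that cluster, hidden in the others, as the whole cause. Adipocyte nuclei with lower marker levels, and such nuclei among the shallower ones, stay open. The methods describe 5 strokes of homogenization chosen to enrich brown adipocyte nuclei, while the labels speak of full homogenization, and whether nuclei isolation differed was not tested. The share was 11.4%, 12.1% and 6.44% with suffixes 1, 2 and 3, so the 2-month library had at most 12.1% (11.4 to 12.7%). The 3-month libraries of the other matrix had 91.6% and 53.4%, which argues against mouse age as the whole cause. Mouse age stays open as a part of it because the suffixes name no age.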

How the results depend on the processing

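K-means on all nuclei and the 8% of nuclei with the highest doublet scores left out were tests chosen only after the result was seen. So was the use of every alternative for the adipocyte-like share, although most settings were fixed before the data were examined.

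In the WT and Ucp1-STX4KO matrix, 6 main results had 89 values under alternatives, but 11 of these were fixed beforehand. Both other limits for Ucp1-low gave the same classes as the reported values, and with the stated filter a single adipocyte-like cluster left no Ucp1-low share to measure. Of the other 78 values, 41 stayed, 36 moved and 1 reversed, judged by the interval of the reported value. The count of pyroptotic genes higher in Ucp1-low nuclei has no interval and stayed if within 1.5 times the reported 5. For this count, 12 of 14 values stayed, some of them below 5. The single genes, 19 in number, had 263 values under alternatives with other classes or totals, of which 161 stayed, 92 moved and 10 reversed. The ratio of the 5 pyroptotic genes was above 1 in 14 of these 14 alternatives, from 1.59 to 22.4, and so were Casp4 (1.95 to 21.1) and Il18 (1.93 to 24.2). Only those of each library alone, with 11.1 and 1.59 for the 5 genes, do not pool the libraries. With the reported classes, the libraries' shares alone give a pooled ratio of 2.53, so pooled ratios above 1 are weak support. The 22.4 is from k-means on all nuclei, where the Ucp1-low group held 0 adipocyte-like nuclei. Casp1 was above 1 in 13 of the 14 (0 to 13.1), Nlrp3 in 11 (0 to 30.4) and Nlrp1b in only 6 (0 to 43.8). The Ucp1 ratio stayed below 1, from 0.137 to 0.416. In the aging matrix, 2 main results had 23 values. In 10 of them a single adipocyte-like cluster fixed the Ucp1-low share at 0, and of the other 13 values 3 stayed and 10 moved. Where no reason is given, the cause was not tested.

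With the stated filter, the Ucp1-low share was 0% and the adipocyte-like share 8.11% in the first matrix, and the adipocyte-like share was 6.86% in the aging matrix. Each matrix then had 1 adipocyte-like cluster, so no Ucp1-low cluster could form and no ratio exists. By construction the filter removes the deeper nuclei, in the first matrix all those of suffix 1 and 69.7% of those of suffix 2, so the values of that matrix are then from 1 library. With study genes kept among the features, the Ucp1-low share was 2.41%, the Ucp1 ratio 0.244 and the adipocyte-like share 73.9%, and in the aging matrix the Ucp1-low share was 2.38%. Without integration and sctransform, the Ucp1-low share was 13.9%, the Ucp1 ratio 0.241, the pyroptotic ratio 7.11, the Adipoq ratio 1.24 and the adipocyte-like share 71.7%. Ppargc1a (1.07), Mtus1 (0.818) and Dio2 (2.12) then reversed, and in the aging matrix the Ucp1-low share was 10.3% and the adipocyte-like share 10.6%. At resolution 0.1, the Ucp1-low share was 2.26%, the Ucp1 ratio 0.251, 3 of the 5 pyroptotic genes were higher, and Aim2 reversed (0.761). At resolution 0.8, the adipocyte-like share was 71.8%, and in the aging matrix the Ucp1-low share was 2.87%.

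With called doublets left out, the adipocyte-like share was 75.1%, and with the highest 8% of scores left out it was 75.1% and, in the aging matrix, 8.90%. With macrophage-marker nuclei left out, the Ucp1-low share was 3.80% and the Ucp1 ratio 0.244. Thinned to 500 UMIs, the pyroptotic ratio was 3.25 (1.49 to 6.35) and the Adipoq ratio 1.32. With at least 500 UMIs, the adipocyte-like share of the aging matrix was 10.2%. With k-means on adipocyte-like nuclei, the Ucp1-low share was 2.49% and the ratios of Ucp1, the pyroptotic genes and Adipoq were 0.137, 3.56 and 1.73, where within suffix 2 the 5 genes had 23.7 CPM (17.7 to 31.1) in the Ucp1-low cluster and 22.0 and 14.8 CPM in the others. With k-means on all nuclei, the Ucp1-low share was 15.3% of all nuclei, the Ucp1 ratio 0.314 and the pyroptotic ratio 22.4, and Adipoq (0.306), Mtus1 (0.602) and Stx4a (1.30) reversed. That Ucp1-low group held 0 adipocyte-like nuclei, so it is another population.

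With suffix 1 alone, the Ucp1-low share was 1.54%, the Ucp1 ratio 0.416, the pyroptotic ratio 11.1 with 2 of the 5 genes higher, and the adipocyte-like share 91.6%. Casp1, Gsdmd and Aim2 had a ratio of 0 there, from 158 Ucp1-low nuclei, with intervals that include 1. With suffix 2 alone, the Ucp1-low share was 10.4%, the Ucp1 ratio 0.161, the pyroptotic ratio 1.59, the Adipoq ratio 2.43, the Aim2 ratio 0.920 and the adipocyte-like share 53.4%. In the aging matrix, the adipocyte-like share was 11.4%, 12.1% and 6.44% with suffixes 1, 2 and 3 alone.

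Depth limits the single pyroptotic genes, since Nlrp3 rests on 2 and 7 UMIs and Nlrp1b on 9 and 120. Leaving out scrublet doublets in the aging matrix was not run, as the caller had not worked there. Thinning and other totals were not run for the aging matrix, where no Ucp1-low cluster formed.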

Differences from the paper's values

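The paper states 27678 nuclei in the upper UMAP of Fig. 1a, which its text describes as the adipocyte clusters and its legend as all sequenced nuclei, and 30000 with stromal cells. In the aging matrix, whose tie to Fig. 1 the paper does not state, 2748 of 27842 nuclei were adipocyte-like. Both counts are over all ages. Alternatives whose settings were fixed before the data were examined were applied to the adipocyte-like nuclei after the result was seen. The number was 1286 with the stated filter, 2768 with study genes kept and 2963 without integration. It was 2716 and 2755 at resolutions 0.1 and 0.8 and 2721 with at least 500 UMIs. None of these alternatives closed the gap, nor did leaving out the highest doublet scores (2279), which was chosen after seeing the values. Read as all sequenced nuclei, as the legend has it, the paper's number is near the 27842 nuclei that passed the lower limits here. It is also near the 26607 with at least 500 UMIs. The 18756 nuclei of the stated filter are fewer, though within the 1.5 times used here as the limit for a difference. The paper's 30000 with stromal cells is also the number of barcodes in this matrix.

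For Stx4a in Ucp1-high nuclei, the paper's value is 0.246 UMIs per nucleus, and the value here was 0.144 over all adipocyte-like nuclei of the aging matrix. Of the alternatives set before the data were examined, the library with suffix 1 alone (0.174) was within 1.5 times the paper's value. The others, from 0.0684 with the stated filter to 0.146 with at least 500 UMIs, with 0.137 and 0.118 for suffixes 2 and 3, were not, and neither was leaving out the highest doublet scores (0.142), which was chosen after seeing the values.

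The paper states that Stx4a was lower in Ucp1-low than in Ucp1-high nuclei of aging iBAT. No Ucp1-low cluster formed here at resolution 0.3. Where an alternative gave one, Stx4a UMIs per nucleus had a ratio of Ucp1-low to Ucp1-high of 1.47 (0.796 to 2.50) with study genes kept, 3.26 (2.64 to 4.02) without integration and 1.32 (0.730 to 2.20) at resolution 0.8. Per CPM the ratios were 1.11, 1.01 and 0.971, and the intervals of all 3 included 1.

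The paper states that Ucp1-high nuclei of the WT and Ucp1-STX4KO libraries had the higher level of adipocyte marker gene. Of the 8 adipocyte markers, 7 were higher in Ucp1-low nuclei here, with ratios from 1.07 for Pnpla2 to 4.11 for Cidec, and Adipoq had a ratio of 1.57. Within the libraries 6 and 7 of the 8 had an interval above 1, and Adipoq was at 1.64 and 2.43. Pparg (0.915) went the paper's way, as did 9 of the 10 brown adipocyte genes of Fig. 1c. These 9 include Ucp1 (0.216), whose direction follows from the rule that made the classes and is no independent agreement. K-means on all nuclei, an alternative chosen after seeing the values, gave an Adipoq ratio of 0.306 and kept 5 of the 5 pyroptotic genes higher in Ucp1-low nuclei, and its Ucp1-low group held no adipocyte-like nuclei. In the 13 other alternatives that changed the classes or the totals, Adipoq was from 1.24 to 2.43.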

Other observations

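The tests of nuclei of poor quality were chosen only after the result was seen.

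The libraries of the WT and Ucp1-STX4KO matrix, whose genotype is not known, differed in more than depth. Suffix 1 had 91.6% adipocyte-like nuclei and suffix 2 had 53.4%, and the Ucp1-low share of these was 1.54% (158 of 10261) and 10.4% (505 of 4867). In Ucp1-high nuclei, Ppargc1a was at 783 CPM with suffix 1 and 13654 CPM with suffix 2, and Dio2 at 65.2 and 674 CPM. The 5 pyroptotic genes together were at 1.38 and 17.6 CPM, Adipoq at 194 and 105 CPM, Ucp1 at 1030 and 976 CPM, and Stx4a at 60.4 and 49.3 CPM. The unnamed Pdgfra and collagen cluster had 395 nuclei with suffix 1 and 1236 with suffix 2, and the unnamed cluster of immune genes 31 and 486. By k-means on all nuclei, the clusters held 93.8%, 5.25% and 0.920% of the nuclei with suffix 1 and 73.4%, 16.1% and 10.6% of those with suffix 2.

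Other genes that the study measures had few UMIs in adipocyte-like nuclei. Gsdmd had 7 UMIs in Ucp1-low and 29 in Ucp1-high nuclei, a ratio of 4.67 (1.73 to 10.9), and Aim2 had 10 and 86, a ratio of 2.25 (1.04 to 4.34). Within suffix 2 these ratios were 2.02 (0.729 to 4.90) and 0.920 (0.422 to 1.80), and suffix 1 had no UMI of either gene in Ucp1-low nuclei. Il1b had 1 and 4 UMIs. Adgre1 had a ratio of 1.77 (0.990 to 2.96), but of 0.715 (0.398 to 1.20) within suffix 2, and suffix 1 had 0 of its UMIs in Ucp1-low nuclei, so neither library alone gave a ratio above 1.

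It was asked whether the Ucp1-low nuclei of this matrix are white adipocyte nuclei, from a list of 6 genes. Of these, 3 had a ratio with an interval above 1, which were Lep at 7.60 (6.68 to 8.63), Sncg at 10.6 (6.14 to 17.8) and Agt at 9.68 (1.57 to 45.3, from 3 and 6 UMIs). Mest had 0 UMIs in Ucp1-low and 92 in Ucp1-high nuclei, and Tcf21 and Wt1 had at most 1 UMI in either class. These values are pooled, and within the libraries only Lep (5.64 and 4.11) and Sncg (19.0 and 3.92) had intervals above 1. Agt had 0 UMIs in the Ucp1-low nuclei of suffix 1 and an interval from 0.850 to 47.4 in suffix 2, and Mest, with 85 of its 92 UMIs in suffix 1, had intervals that reach 2.81 and 4.40, so no difference is shown for either. More than 3 of the 6 were needed for white adipocyte nuclei and fewer were found, but 4 of the genes had too few UMIs within the libraries to go either way, and whether white adipocyte nuclei and brown adipocyte nuclei with low Ucp1 are mixed in this cluster cannot be told apart with this list.

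Poor quality of the Ucp1-low nuclei was tested by depth and mitochondrial share. Their median was 6392 UMIs against 5771, and their mitochondrial share 0.0850% against 0.169%, both pooled over the libraries. Within suffix 2, which holds 505 of the 663 nuclei, the medians were 6501 and 4515 UMIs and the shares 0.0466% and 0.0588%, which argues against poor quality there. Within suffix 1 the nuclei were slightly shallower (5892.5 against 6198 UMIs), with shares of 0.214% and 0.206%, so poor quality stays open for them.

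In the aging matrix, the mitochondrial share of adipocyte-like nuclei was 1.44%, 10.8% and 6.34% with suffixes 1, 2 and 3. An unnamed cluster of 1946 nuclei (6.99%) was led by haemoglobin and mitochondrial genes and had all 8 endothelial markers raised, and an unnamed cluster of 1088 nuclei was led by stromal genes such as Lvrn, C7 and Pdgfra. Of the 1712 UMIs of the 5 pyroptotic genes, 48.7% lay in endothelial-like, 23.7% in the unnamed stromal, 11.3% in macrophage-like and 5.78% in adipocyte-like nuclei. At resolution 0.8, Nnat, Retn, Cyp2e1 and Slc7a10 were among the leading genes of the Ucp1-low cluster, as in the WT and Ucp1-STX4KO matrix. Its 79 nuclei had a ratio of the 5 genes of 8.44 (5.14 to 13.4), from 25 UMIs of which 24 were Casp4, with 0 UMIs of the 8 macrophage markers. Without integration the ratio was 1.85 (1.27 to 2.69), and with study genes kept 9.73 (5.88 to 15.6). Of the 10 brown adipocyte genes, 9, 8 and 9 were lower in Ucp1-low nuclei at resolution 0.8, without integration and with study genes kept. These tallies are pooled over the libraries and count Ucp1, whose direction the rule sets. At resolution 0.8, Prdm16 had ratios of 0.527 (0.388 to 0.701) with suffix 1 and 0.329 (0.0896 to 0.845) with suffix 2. With suffix 3, from 19 Ucp1-low nuclei, it was higher at 2.72 (2.03 to 3.57). Dio2 (1.82) and Ebf2 (1.24) were also above 1 there, with intervals that include 1.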
